# REST–Mediated Recruitment of Polycomb Repressor Complexes in Mammalian Cells

**DOI:** 10.1371/journal.pgen.1002494

**Published:** 2012-03-01

**Authors:** Nikolaj Dietrich, Mads Lerdrup, Eskild Landt, Shuchi Agrawal-Singh, Mads Bak, Niels Tommerup, Juri Rappsilber, Erik Södersten, Klaus Hansen

## Abstract

Polycomb Repressive Complex (PRC) 1 and PRC2 regulate genes involved in differentiation and development. However, the mechanism for how PRC1 and PRC2 are recruited to genes in mammalian cells is unclear. Here we present evidence for an interaction between the transcription factor REST, PRC1, and PRC2 and show that RNF2 and REST co-regulate a number of neuronal genes in human teratocarcinoma cells (NT2-D1). Using NT2-D1 cells as a model of neuronal differentiation, we furthermore showed that retinoic-acid stimulation led to displacement of PRC1 at REST binding sites, reduced H3K27Me3, and increased gene expression. Genome-wide analysis of Polycomb binding in *Rest−/−* and *Eed−/−* mouse embryonic stem (mES) cells showed that Rest was required for PRC1 recruitment to a subset of Polycomb regulated neuronal genes. Furthermore, we found that PRC1 can be recruited to Rest binding sites independently of CpG islands and the H3K27Me3 mark. Surprisingly, PRC2 was frequently increased around Rest binding sites located in CpG-rich regions in the *Rest−/−* mES cells, indicating a more complex interplay where Rest also can limit PRC2 recruitment. Therefore, we propose that Rest has context-dependent functions for PRC1- and PRC2- recruitment, which allows this transcription factor to act both as a recruiter of Polycomb as well as a limiting factor for PRC2 recruitment at CpG islands.

## Author Summary

Multicellular organisms are composed of a large number of specialized cell types that all originate from the Embryonic Stem cell (ES cell). It is crucial for the maintenance of naïve ES cells that developmental genes are kept in an off-state until appropriate differentiation stimuli are received. Polycomb Repressive Complexes, PRC1 and PRC2, are bound at and repress the activity of a large number of key developmental genes in ES cells and at different stages of differentiation. While in *Drosophila* the PRC complexes are recruited to DNA elements called Polycomb Response Elements (PREs), through the interaction with transcription factors; examples of such factors remain poorly characterized in mammals. We here demonstrate that the transcription factor Rest interacts with and is required for recruitment of PRC1 and PRC2 to a subset of Rest target genes in mouse embryonic stem (mES) cells. In line with REST being a repressor of neuronal genes, we found that PRC1 and PRC2 co-localized with REST at genes involved in neuronal development and got displaced during neuronal differentiation. Based on our data we propose that the PRC1 and PRC2 complexes function as co-repressors for Rest to control the timed expression of developmental genes in the process of cellular differentiation.

## Introduction

Polycomb group (PcG) proteins are epigenetic regulators of gene expression and play an essential role during embryonic development [1]. The Polycomb repressive complex 2 (PRC2) is the only known enzyme that mediates di- and tri-methylation of histone H3 on lysine 27 (H3K27Me2/3), modifications believed to be required for PcG-mediated gene repression [2], [3], [4], [5]. PRC2 consist of three core components, Ezh2, Suz12 and Eed, which are all required for early mouse development [6], [7], [8]. H3K27Me3 can function as an epigenetic mark for the recruitment of PRC1, a large heterogenous complex [9], which among others include the Cbx- and Rnf2 (Ring1B) proteins. Rnf2 catalyzes the ubiquitination of histone H2A on lysine 119 (H2AK119Ubi) [10], [11] and as for the members of the PRC2 complex, disruption of the *Rnf2* gene in mouse causes a similar developmental phenotype with arrest at gastrulation [12]. Furthermore, Rnf2 has recently been shown to be part of at least two additional gene regulatory complexes, the E2F6.com-1 complex [13] and the Fbxl10-BcoR complex [14].

The importance of PcG protein complexes in stem cell maintenance and differentiation has been extensively studied in mouse embryonic stem (mES) cells. Previous work have shown that genetic elimination of either PRC1 or PRC2 function, by knockout of *Rnf2* or *Eed* [12], [15], [16], [17], [18] leads to derepression of several lineage-specific genes, that tend to destabilize mES cells, although they still preserve their ability to self-renew and differentiate. Interestingly, the Wutz laboratory showed, that the simultanous loss of both the PRC1 and PRC2 complexes in mES cells abrogates differentiation [19]. In the same study it was suggested that the PRC1- and PRC2-complexes can function independently to repress a common set of genes important for stem cell maintenance.

There are several models explaining how the PcG complexes are recruited to specific target genes. In mammalian cells, it is a long-standing dogma that the PRC2 complex is recruited to target gene promoters by so far unidentified transcription factors (TFs), through the recognition of the underlying DNA sequences. Subsequently, this leads to H3K27 methylation and recruitment of PRC1 through the chromodomain-containing CBX proteins [20], [21]. Several recent publications suggest that Jarid2 can function as a PRC2 recruitment factor [22], [23], [24], [25], [26]. Furthermore, non-coding RNAs (ncRNA) interact with both PRC1 and PRC2 and seem to be working in parallel or in combination with TFs in the ability to recruit the PcG complexes to genomic loci [27], [28], [29]. Interestingly, recent data have implicated ncRNAs as being important for the recruitment of PRC2 to CpG islands and suggested that these genomic entities are sufficient for PRC2 recruitment [30], [31]. In *Drosophila*, several TFs are involved in recruiting the PcG complexes to DNA elements called Polycomb Response Elements (PREs) [32], [33], [34]. However, among these transcription factors only an ortholog of Pho, YY1, is preserved in mammals and has been found to interact with PRC1- [35] and PRC2-subunits [36]. Based on the data from *Drosophila*, it is therefore likely that several TFs beside YY1 are involved in the recruitment of PcG complexes in mammalian cells and identification of such factors is needed in order to define mammalian PREs.

We now present evidence for an interaction between the TF REST (also called Neuron-Restrictive Silencing Factor, NRSF) and the PRC1- and PRC2-complexes, which is independent of RNA. By shRNA mediated knockdown, DNA microarray expression analysis and ChIP analysis, we show that a number of genes are co-regulated by REST and RNF2 in human teratocarcinoma NT2-D1 cells. Genome-wide analysis by ChIP-sequencing (ChIP-seq) in mES cells reveal the co-existence of PRC1 and PRC2 on Rest binding sites. Combining our biochemical interaction analysis of Rest-PcG complexes and the genome-wide analysis of Rest-PcG binding sites, suggest that Rest is required for the recruitment of PRC1 and PRC2 to a subset of its target genes in mES cells. Interestingly, the recruitment of Rnf2 to Rest binding sites can occur independently of both CpG islands and PRC2 activity. Surprisingly, PRC2 was frequently increased around Rest binding sites located in CpG rich regions in the *Rest−/−* mES cells, which suggest that other Rest-associated activities can limit PRC2 recruitment. Based on these observations we propose that Rest has context-dependent functions for PRC1- and PRC2-recruitment to target genes in mammalian cells and that PRC1 is a co-repressor for Rest.

## Results

### REST and the PRC1– and PRC2–complexes interact in mammalian cells

We were interested to examine whether the transcription factor REST and the PRC1 complex would interact *in vivo*, encouraged by previous observations, where we identified REST in a double-tag purification of the CBX8 interacting protein, HAN11 (WDR68) (Figure S1; see the information in Procedure S1). We performed size-exclusion chromatography of nuclear extracts from the human teratocarcinoma cells, NT2-D1 (Figure 1A, left part) and HEK 293 cells (Figure S1E) and performed immunoprecipitation of REST from pools of different fractions as indicated (Figure 1A, right part). The data showed, that the PRC1 core subunits, RNF2, BMI1, NSPC1 and CBX8 co-immunoprecipitated with REST from high-molecular weight fractions (F7–9, labelled pooled fractions 1). In addition to CBX8, we also detected CBX7 when performing the REST immunoprecipitation on the pool of fractions F11–13 (labelled pooled fractions 2). Importantly, we did not detect E2F6, BCOR or HP1γ in the REST immunoprecipitations from NT2-D1 cells, showing that the complex that we found associated to REST, contains members of the canonical PRC1 complex and differs from the previously described E2F6.com-1 [13] and Fbxl10-BcoR complexes [14], [37]. For simplicity we will refer to this REST associated PcG complex as PRC1 throughout the remaining part of this work. Importantly, beside core components of the PRC1 complex, we furthermore found that the PRC2 subunits EZH2 and SUZ12 co-immunoprecipitated with REST from pool 1 and 2.

**Figure 1:**
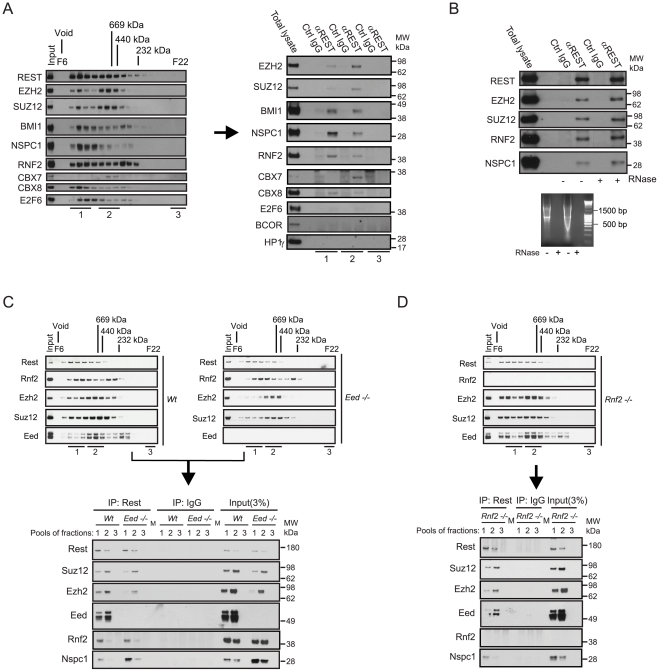
REST and Polycomb Repressor Complex 1 (PRC1) and PRC2 interact *in vivo*. (A) Nuclear extracts from NT2-D1 cells were processed for size-exclusion chromatography followed by Western blotting to reveal the profiles of Polycomb proteins, the transcription factors REST and E2F6. Pooled fractions (1: Fractions F7–9; 2: F11–13; 3: F21–22) were used for immunoprecipitation (IP) with anti-REST or control IgG and processed for Western blotting with antibodies as indicated (total lysate: 12 µg of protein). (B) IPs using REST or control IgG on total nuclear extract (NT2-D1 cells; 500 µg per IP). After IPs the samples were either treated with a combination of RNase V1 and RNase A or left without RNase followed by repeated washes. Eluted proteins were processed for Western blotting using antibodies as indicated. Lower panel: Control experiment for the efficiency of RNase treatment using either 2 µg (left part) or 4 µg (right part) of RNA. Samples were incubated under the conditions used for REST IPs. (C–D) Nuclear protein extracts from mouse embryonic stem cells (mES) of different genetic background (*Wt*, *Eed−/−* or *Rnf2−/−*) were separated by size-exclusion chromatography (C–D: upper panels) and pooled fractions (1: F8–10; 2: F11–13; 3: F22) were processed for IPs (C–D: lower panels) using antibodies for Rest or control IgG. Western blots were processed with antibodies as indicated. Input corresponds to 3% of the material used for each IP. (C) Represents IPs comparing *Wt* and *Eed−/−* mES cells and (D) represents IPs in the *Rnf2−/−* mES cells. The samples were processed for Western blotting with antibodies as indicated. Lanes marked “M” represents loading of a pre-stained molecular weight marker.

Since it has recently been shown that the long non-coding RNA *HOTAIR* can recruit CoREST/REST/LSD1- and PRC2 complexes through the 5′ and 3′ends respectively [27], we checked whether RNase treatment of our immunoprecipitates would dissociate PcG complexes from REST. As seen in Figure 1B, degradation of single- and double-stranded RNA had no effect on the interactions between endogenous REST, PRC1 and PRC2. Furthermore, we found that the interactions between REST and the Polycomb complexes were not due to DNA bridging, as these were not eliminated by ethidium bromide treatment of immunoprecipitated complexes (Figure S1D). To confirm the interaction between Rest and the PRC1 and PRC2 complexes in mouse embryonic stem (mES) cells, we performed immunoprecipitations of Rest on pooled fractions obtained from size-exclusion chromatography of nuclear extracts from *Wt*, *Eed−/−* and *Rnf2−/−* mES cells (Figure 1C and 1D). Similarly to the results obtained in NT2-D1 cells, we found that Rest interacts with core subunits of the PRC1 and the PRC2 complexes in mES cells. When comparing the relative efficiency of co-immunoprecipitation in *Wt* and *Eed−/−* mES cells, we furthermore found that the interaction between Rest and the PRC2 subunits, Ezh2 and Suz12, did not require Eed. As expected, the total level of the other two core subunits of PRC2, Suz12 and Ezh2, were somewhat reduced in the *Eed−/−* cells (due to destabilization), which was reflected in diminished amounts of these two subunits in the Rest IPs from the *Eed*−/− mES cells. Furthermore, there was a clear change in size distribution of the PRC2 complex in the *Eed−/−* mES compared to the *Wt* cells, showing reduced amounts of the most high-molecular weight forms (Pooled fractions 1, Figure 1C, upper panels). This was reflected in the co-immunoprecipitation of Ezh2 and Suz12 by Rest, where the binding of these two subunits to Rest, in the absence of Eed, was evident in the IP from pool 2, but very reduced in the IP from pool 1 (Figure 1C, lower panel). Moreover, the absence of Eed did not affect the efficiency of co-immunoprecipitation between Rest and the PRC1 subunits, Rnf2 and Nspc1 (Figure 1C). Interestingly, the Nspc1 subunit was more abundant in the *Eed−/−* mES cells (see input lysates), which was also reflected in the Rest IPs when comparing *Wt* and *Eed−/−* mES cells (Figure 1C, lower panel).

Immunoprecipitations performed on fractions from *Rnf2−/−* mES cells furthermore revealed that Rnf2 is not required for the interaction between Rest and the PRC1 subunit Nspc1. This suggested that the interaction between Rest and PRC1 was not mediated directly through Rnf2.

In conclusion, our biochemical data clearly showed that REST interacts with PRC1 and PRC2 protein complexes in mammalian cells and that these REST-PcG complexes are independent of non-coding RNAs.

### REST and PRC1 co-regulate the expression of genes in NT2-D1 cells

The interaction between REST and PRC1 suggested that the PRC1 complex might function as a co-repressor for REST. To investigate this, we performed a DNA microarray expression analysis to compare the effect of shRNA mediated knockdown of *REST* with the knockdown of *RNF2* (Figure 2A and 2B). We decided to use the human NT2-D1 cells, since these can easily be induced to differentiate along the neuronal path by retinoic acid (RA) stimulation [38]. As summarized in the cluster analysis and the Venn diagram, a highly significant number of genes were co-regulated by REST and RNF2 (Figure 2B) (see the information on data handling in Procedure S1). While *REST* knockdown lead to significantly increased expression of 1,862 genes (>2 fold), *RNF2* knockdown lead to increase in the expression of 775 genes (>2 fold) (Figure 2B and Table S1). Among these genes, 258 were found to be co-regulated, corresponding to more than 30% of all the genes up-regulated in response to *RNF2* knockdown. Although, the majority of the co-regulated genes were up-regulated, we also found that a considerable number of genes were co-down-regulated, suggesting that we not only observe direct effects, but also indirect effects on expression. In agreement with previous reports on REST- and PcG targets, co-up-regulated genes enrich for developmental functions, while co-down-regulated genes showed no significant enrichment for any particular biological function (Table S9). This suggests that among the co-up-regulated genes, there was enrichment for genes that were directly targeted by the REST-PRC1 complex.

**Figure 2:**
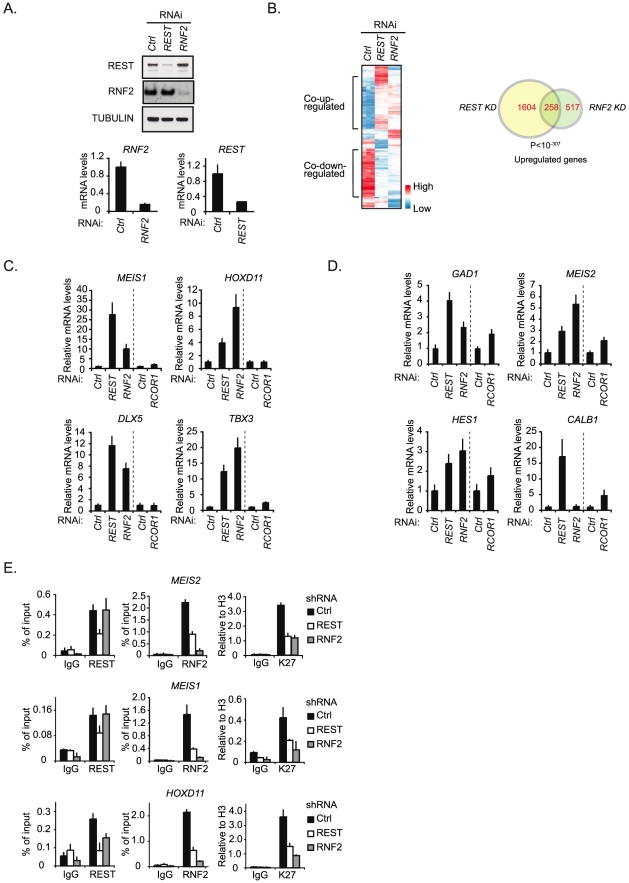
REST is required for PRC1 binding and the maintenance of H3K27Me3. (A) shRNA mediated knockdown of *REST* and *RNF2* in NT2-D1 cells. Samples were processed for Western blot analysis (upper panel) and quantitative real-time RT-PCR (lower panel). (B) Expression array analysis of RNA isolated from NT2-D1 cells treated with a control shRNA or a shRNA against either *REST* or *RNF2*. Left panel: Cluster analysis of regulated genes displayed as a heat-map. Right panel: Venn diagram for genes up-regulated more than 2 fold and a P-value<0.05. In C and D relative mRNA levels in NT2-D1 cells treated with shRNA against *REST*, *RNF2*, or *RCOR1* are shown. Vertical punctured line separate two independent experiments (knockdown of *REST* and *RNF2* were done in parallel and knockdown of *RCOR1* was done separately). (C) Group of genes repressed by REST and RNF2. (D) Group of genes repressed by REST, RNF2 and/or CoREST. (E) ChIP analysis on NT2-D1 cells treated with shRNA against *REST* and *RNF2* using antibodies as indicated (K27 = H3K27Me3). Error bars represent standard deviations calculated from triplicate qPCR reactions.

To compare the influence of RNF2 to a well-described REST-interacting co-repressor complex, the CoREST complex [39], we decided to perform a new shRNA mediated knockdown experiment using constructs for *REST*, *RNF2* and *RCOR1* (gene coding for the CoREST protein) (Figure 2C and 2D). Using QPCR, we analyzed the change in expression of 7 different genes from the group of 258 co-regulated genes identified in the microarray (Figure 2B). Interestingly, the data suggest that the genes can be divided into two groups. The first group contains genes (*MEIS1*, *HOXD11*, *DLX5* and *TBX3*) that were co-regulated by REST and RNF2 but only slightly affected by *RCOR1* knockdown (Figure 2C). The second group includes genes (*GAD1*, *MEIS2* and *HES1*) that were co-regulated by REST and RNF2, but furthermore showed an increase in expression upon *RCOR1* knockdown (Figure 2D). We also found an example of a gene (*CALB1*) that was co-regulated by REST and CoREST, but unaffected by *RNF2* knockdown (Figure 2D).

To confirm the interaction between REST and RNF2 on co-regulated target genes we performed ChIP for two of the genes in the first group (*MEIS1* and *HOXD11*) and one gene in the second group (*MEIS2*) in NT2-D1 cells treated with shRNAs for *REST*, *RNF2* or empty control shRNA (Figure 2E). As expected, *REST* knockdown reduced the level of REST at all three target genes. Importantly, *REST* knockdown also lead to a reduced amount of RNF2 at these genes (Figure 2E). In contrast, while a shRNA against *RNF2* almost completely eliminated RNF2 binding to the *MEIS1* and *MEIS2* genes, it had no effect on REST binding, which is in agreement with REST being a DNA binding factor recruiting RNF2. At the *HOXD11* locus there was a small, but significant, reduction of REST binding in response to RNF2 knockdown. Interestingly, H3K27Me3 was significantly reduced in both *REST-* and *RNF2* knockdowns, indicating that the PRC2 complex interacted with both REST and RNF2 containing complexes on the *MEIS1*, *MEIS2* and *HOXD11* genes.

Altogether we found that REST was required for the recruitment of RNF2 and the maintenance of H3K27Me3 on a selected number of neuronal genes and that REST and RNF2 co-regulate a highly significant number of genes in NT2-D1 cells.

### Rest is required for the recruitment of PRC1 and PRC2 to specific genes in mES cells

To test if Rest is required for the recruitment of PRC1 and PRC2 to their target genes in mouse embryonic stem (mES) cells, we performed our analyses in the previously published *Wt* and *Rest*−/− mES cells [40], [41]. 

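The *Wt* control and *Rest−/−* mES cells differ in the zinc finger protein Rest, which binds the RE1 element of neuronal genes, and both lines were grown on feeder cells. Chromatin was precipitated with antibodies against Rest, against Rnf2, the ubiquitin ligase of PRC1, against Suz12 and Jarid2 of PRC2, against H3K27Me3 and with IgG. The DNA of 3 parallel ChIPs was pooled for each antibody and genotype and sequenced as 1 library. The authors aligned the sequences to the mouse genome (mm9), kept uniquely aligned reads and deposited the position and strand of each read. These read positions are the unit analyzed here. The files hold 19261498 and 20918190 reads for Rest in *Wt* and *Rest−/−*, 20998204 and 21268146 for Rnf2, 11371508 and 18096676 for Suz12, 17731959 and 19719291 for Jarid2, 18857721 and 17984009 for H3K27Me3, and 20771321 and 21236286 for IgG, with no duplicate reads. Reads were extended to 200 bp, coverage was scaled to the total of each library, and Rest peaks were called with at least 15 reads per window at an FDR of 0.1 against IgG. The identity of the lines was checked on the targeted gene, on chromosome 5 from 77695001 to 77696000 within *Rest*. Reads of all antibodies and IgG, pooled, numbered 69 in *Wt* and 6 in *Rest−/−* cells there (ratio 0.0795, 95% interval 0.0282 to 0.182). Mean Rest coverage over the Rest peaks fell from 43.0 to 2.42 reads, and the scaled signal was lower at 2755 of 2760 peaks. Rnf2 coverage computed here correlated across the 395 Rnf2-positive sites of Table S3 with the coverage printed there (r = 0.97 in *Wt*, 0.98 in *Rest−/−*); the copy of this table used here holds 1625 of 3378 rows, with all 395 among them. With 1 library per condition no replicate test is possible, and all intervals cover counting of reads or the spread between sites. IgG reads on chromosome 8 were fewer in *Rest−/−* cells (ratio 0.762, 0.760 to 0.763), which applies to all sites there, whereas the other autosomes had ratios from 0.999 to 1.06.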

We observed that the overall levels of Suz12, Ezh2, Rnf2 and Oct4 proteins were unchanged in the *Rest−/−* mES cells as compared to the *Wt* mES cells (Figure 3A). Although, the global level of the H3K27Me3 was unchanged between the *Wt* and *Rest*−/− mES cells (Figure 3A), ChIP-sequencing (ChIP-seq) (see information on data handling in Procedure S1) for H3K27Me3, Suz12 and Rnf2 revealed clear local differences for these factors. This is illustrated in Figure 3B by ChIP-seq profiles for three genes (*Brunol6*, *Best2 and Prrxl1*) showing co-localization between Rest, Rnf2 and Suz12 in the *Wt* mES cells. 

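The Rest peak of *Brunol6*, which encodes an RNA-binding protein of the CELF family and is annotated as *Celf6*, lies in a coding exon 539 bp from the TSS, on chromosome 9 from 59426151 to 59426375. It covers a CpG island and a match to RE1 in 19 of 21 positions at 59426242 to 59426262. Coverage in *Wt* cells was 22.9 times the genome mean for Rest, 17.1 times for Rnf2 and 5.10 times for Suz12, and no IgG read was found there. *Best2*, which encodes an anion channel of the bestrophin family, has its Rest peak in a coding exon on chromosome 8 from 87535251 to 87535500, with 16 of 21 positions of RE1 matched, and the signals were 26.3, 21.7 and 7.20 times the genome mean, against 2.58 for IgG. At *Prrxl1*, which encodes a homeodomain transcription factor of sensory neurons, the peak lies upstream of the gene on chromosome 14 from 33410351 to 33410800. Here Suz12 was higher than Rnf2, with 33.0 for Rest, 13.8 for Rnf2 and 27.4 for Suz12, against 2.66 for IgG. All 3 peaks overlap a CpG island.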

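Over the Rest peak of *Brunol6*, Rnf2 reads numbered 42 in *Wt* cells (95% Poisson interval 30.3 to 56.8) and 3 in *Rest−/−* cells (0.619 to 8.77), a fold of 0.0705 after scaling (95% interval 0.0140 to 0.221). Rest reads at the same place went from 52 to 3. At *Best2*, Rnf2 reads fell from 64 to 19 (0.293, 0.166 to 0.496) and Rest reads from 66 to 1. Over the whole gene Rnf2 fell less, to 0.796 (0.680 to 0.930) at *Brunol6* and to 0.561 (0.453 to 0.693) at *Best2*, which lies on chromosome 8 with its lower IgG ratio. In a region of 1 kb around the peak centre the Rnf2 ratio of *Brunol6* was 0.311.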

Notably, for two of the genes (*Brunol6* and *Best2*) there was an almost complete loss of Rnf2 binding at the center of the Rest peaks in the *Rest*−/− mES cells. For the *Prrxl1* gene, there was a surprising increase in Rnf2 binding, suggesting that Rest can also counteract PRC1 recruitment at certain loci. Moreover, the increase in Rnf2 was accompanied by an increase in PRC1 subunit Cbx7 on the Prrxl1 gene (Figure S2C). 

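At *Prrxl1*, Rnf2 reads over the Rest peak rose from 64 in *Wt* (95% Poisson interval 49.3 to 81.7) to 154 in *Rest−/−* cells (131 to 180), a fold of 2.38 (95% interval 1.76 to 3.23). Jarid2 rose with it, from 47 to 129 reads (2.47, 1.75 to 3.52), while Rest reads fell from 117 to 3. The gain was confined to the region upstream of the gene: over the transcribed part of *Prrxl1*, Rnf2 reads numbered 567 and 538 (0.937, 0.831 to 1.06). IgG gave 12 and 5 reads over the peak (0.408, 0.112 to 1.24).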

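Suz12 reads over the Rest peak numbered 9 in *Wt* and 10 in *Rest−/−* cells at *Brunol6*, a fold of 0.698 after scaling (95% interval 0.255 to 1.94), and 17 and 16 at *Best2* (0.591, 0.280 to 1.24). Both intervals include 1, as few Suz12 reads lie at these sites. Jarid2 gave 7 and 4 reads at *Brunol6* (0.514, 0.110 to 2.02) and 15 and 7 at *Best2* (0.420, 0.145 to 1.09). At *Prrxl1* Suz12 rose from 68 to 207 reads (1.91, 1.45 to 2.55). Summed over the gene, Suz12 was lower at *Brunol6* (0.736, 0.622 to 0.871) and *Best2* (0.754, 0.596 to 0.955) and without change at *Prrxl1* (0.941, 0.835 to 1.06), with *Best2* on chromosome 8, where IgG is lower too.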

The effects on Suz12 binding were similar, but less pronounced, with reduced binding at *Brunol6* and *Best2* and somewhat increased binding at the *Prrxl1* gene. For the distribution of H3K27Me3, we observed more widespread effects and the signals were reduced throughout the gene body at *Brunol6* and *Best2*, while at *Prrxl1* the signal was essentially unchanged. Moreover, the non-Rest target gene, *Gjb2*, did not show changes in Rnf2 and Suz12 binding as well as H3K27Me3 levels in the *Rest−/−* mES cells (Figure 3B). 

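Over the gene body of *Brunol6*, H3K27Me3 reads fell from 946 in *Wt* to 588 in *Rest−/−* cells (fold 0.652, 95% interval 0.587 to 0.723). At *Best2* they fell from 500 to 335 (0.703, 0.610 to 0.808). IgG reads over *Best2*, on chromosome 8, went from 118 to 70 (0.580, 0.425 to 0.786), and over *Brunol6* from 271 to 331 (1.19, 1.01 to 1.41). At *Prrxl1* the gene body held 902 and 771 H3K27Me3 reads (0.896, 0.813 to 0.988), a fall smaller than at the other genes. Over its Rest peak H3K27Me3 was 28 and 34 reads (1.27, 0.749 to 2.18). Over 2 kb around the peak it rose from 104 to 155 reads (1.56, 1.21 to 2.02).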

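*Gjb2*, which encodes a gap junction protein, carries an Rnf2 peak in an intron within a CpG island on chromosome 14, from 57723026 to 57723400, and no Rest peak (2 Rest reads in *Wt* and 7 in *Rest−/−* cells). Over the whole gene the fold was 0.939 for Rnf2 (95% interval 0.776 to 1.14), 1.00 for Suz12 (0.853 to 1.18), 1.01 for Jarid2 (0.832 to 1.23) and 1.19 for H3K27Me3 (1.01 to 1.41). Over the Rnf2 peak alone, Rnf2 fell from 78 to 50 reads (0.633, 0.435 to 0.914), whereas Suz12 (1.11, 0.833 to 1.48) and Jarid2 (0.992, 0.685 to 1.44) were unchanged. H3K27Me3 rose there from 12 to 25 reads (2.18, 1.06 to 4.77). At the TSS of all 20 listed Polycomb target genes without a known RE1, among them *Hoxa9*, *Gata4* and *Cdx2*, the median went from 17.5 to 14.4 times the genome mean for Rnf2, from 30.2 to 25.4 for Suz12, from 14.6 to 15.3 for Jarid2 and from 8.16 to 9.65 for H3K27Me3. *Neurog1*, a proneural transcription factor gene whose Rnf2 peak holds no Rest peak, had 282 and 270 Rnf2 reads (0.945, 0.797 to 1.12).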

Importantly, the mRNA levels for *Brunol6* and *Best2* were up-regulated in *Rest*−/− mES cells while unchanged for *Prrxl1* (Figure 3D), showing a functional link between the loss of PcG proteins, the reduced H3K27Me3 mark and gene activity in the absence of Rest. We confirmed the effects observed in the ChIP-seq profiles by direct ChIP (Figure 3C) using primers at the Rest peak position (as indicated by arrow heads in Figure 3B).

**Figure 3:**
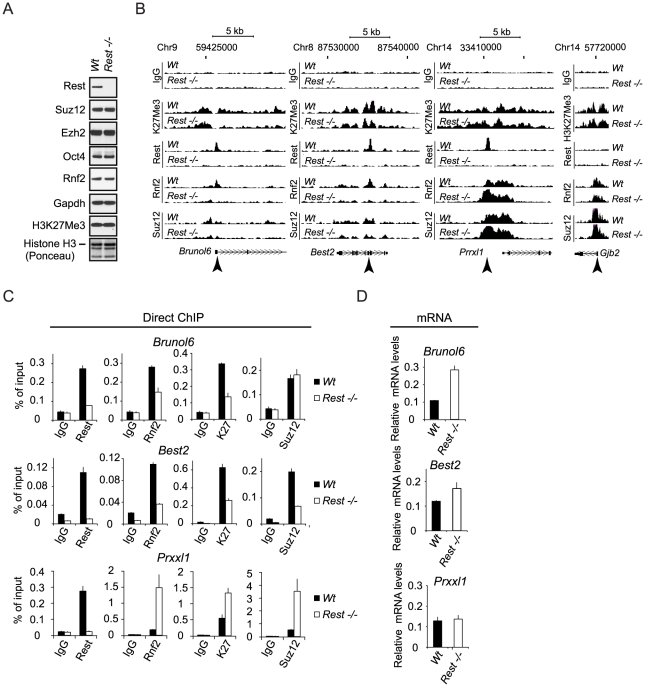
Rest regulates recruitment of PRC1 and PRC2 at specific genomic loci. (A) Western blot analysis of *Wt* and *Rest*−/− mES cell lysates. Histones were extracted using LSB. (B) ChIP-seq profiles for Rnf2, Suz12 and H3K27Me3 levels in *Wt* and *Rest−/−* mES cells for three Rest target genes (*Brunol6*, *Best2* and *Prrxl1*) and as control, one Polycomb target gene with no Rest binding site (*Gjb2*). Direct ChIP for the three Rest target genes shown in (B) comparing *Wt* and *Rest−/−* mES cells (primer positions are indicated by arrow heads in B and K27 = H3K27Me3) and mRNA levels (C). Error bars represent standard deviations calculated from triplicate qPCR reactions.

### Global analysis of Rest and PcG occupancy in *Wt* and *Rest−/−* mES cells

To obtain a global picture of how important Rest is for the recruitment of PRC1 and PRC2 in mES cells, we plotted the average distributions of Rnf2 (PRC1) and Suz12 (PRC2) signals in *Wt* and *Rest*−/− mES cells from our ChIP seq analysis relative to 3,378 identified Rest binding sites in the *Wt* cells (Figure 4A and Table S2). 

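In *Wt* cells 2760 Rest peaks were called from the read positions, and 30 in *Rest−/−* cells. Few lie at promoters: 251 (9.09%) are within 1 kb of a TSS and 855 (31.0%) within 10 kb, the median distance being 30973.5 bp. A CpG island lies within 1 kb of 354 peaks (12.8%). Of the 395 Rnf2-positive sites of Table S3, 321 overlap one of these peaks. The copy of Table S4 used here holds 1998 rows, and 1638 of them do. Rest was at 52.3 times the genome mean at *Iqsec3*, 45.8 upstream of *Calb2*, 43.0 at *Accn1* and 39.9 at *Bdnf*, and at 22.9 at *Brunol6* and 22.8 at *Calb1*, against a mean of 30.3 over all peaks.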

We included Jarid2 in this analysis, since this protein has recently been shown to be important for PRC2 recruitment in mES cells [24], [25], [22], [23], [26]. These results showed that in the *Wt* mES cells Rnf2, Suz12 and Jarid2 all enrich at Rest binding sites. 

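Over the 2760 Rest peaks mean coverage in *Wt* cells was 3.86 times the genome mean for Rnf2, 3.56 times for Suz12, 3.31 times for Jarid2 and 2.11 times for H3K27Me3, next to 30.3 times for Rest. IgG, the control, was at 1.95 times its genome mean there, and at 1.12 times over control regions at the same distance from a TSS. Among single genes, Rnf2 in *Wt* cells was 10.9 times the genome mean at *Iqsec3*, 10.4 at *Accn1* and 10.3 at *Calb1*. Suz12 was 12.4 at *Bdnf* and 11.9 at *Iqsec3*. Higher values were those of Rnf2 at *Best2* (21.7), *Brunol6* (17.1) and *Prrxl1* (13.8) and of Suz12 at *Prrxl1* (27.4). At *Accn1* Suz12 was 1.45 times the genome mean, next to an IgG value of 1.55.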

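Within 100 bp of the Rest peak centre in *Wt* cells, the signal divided by IgG was 2.14 for Rnf2 (95% interval over peaks 2.08 to 2.21), 1.84 for Suz12 (1.76 to 1.92) and 1.76 for Jarid2 (1.69 to 1.84). From 1 to 3 kb on the side of the TSS it was 1.37 for Rnf2 (1.30 to 1.43), 1.68 for Suz12 (1.55 to 1.80) and 1.30 for Jarid2 (1.24 to 1.35). On the side away from the TSS the values were 1.13 (1.09 to 1.18), 1.24 (1.17 to 1.31) and 1.13 (1.10 to 1.17). Suz12 thus fell least from the Rest peak towards the TSS. H3K27Me3 had no maximum at the Rest peaks, with 0.968 at the centre (0.924 to 1.02) and 1.76 (1.69 to 1.84) on the side of the TSS.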

Interestingly, Rnf2 and Jarid2 displayed focused localization at the Rest binding sites, whereas Suz12 had a broader distribution. 

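At the centre of the 2760 Rest peaks the IgG-divided Rnf2 signal was 1.75 in *Rest−/−* cells (95% interval 1.66 to 1.83), a ratio to *Wt* of 0.815 (0.782 to 0.849). From 1 to 3 kb towards the TSS the ratio was 1.07 (1.05 to 1.09), and on the other side 1.06 (1.04 to 1.08). Rest itself fell from 19.8 (19.2 to 20.3) to 1.20 (1.15 to 1.25) at the centre. Without division by IgG, which itself fell at the centre (0.668, 0.651 to 0.689), Rnf2 had a ratio of 0.545 (0.526 to 0.565).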

When comparing *Rest*−/− to *Wt* mES cells we observed that the overall Rnf2 signal was reduced at the center of the Rest peaks, but was slightly increased in the flanking regions (Figure 4A). Surprisingly, the overall signal for Suz12 was clearly increased in the *Rest*−/− mES cells, suggesting that Rest can function to limit PRC2 binding in certain contexts. Moreover, when looking at these average distributions, we observed a similar increase in the Jarid2 signal flanking the Rest binding sites in the *Rest*−/− mES cells (Figure 4A), which is in agreement with Jarid2 being part of the PRC2 complex. 

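The average Suz12 signal at the centre of the Rest peaks, divided by IgG, was 2.19 (95% interval 2.04 to 2.35) in *Rest−/−* cells, 1.19 times that of *Wt* cells (1.13 to 1.25). It was also higher from 1 to 3 kb towards the TSS (1.09, 1.06 to 1.12) and on the other side (1.13, 1.10 to 1.16). The gain at the centre rests on the IgG division, because IgG was lower there in *Rest−/−* cells: without division the ratio was 0.796 (0.766 to 0.829), and the median over peaks gave 0.840. The gain on the flanks stayed without division, at 1.07 (1.05 to 1.10) towards the TSS.

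**Figure D1:**
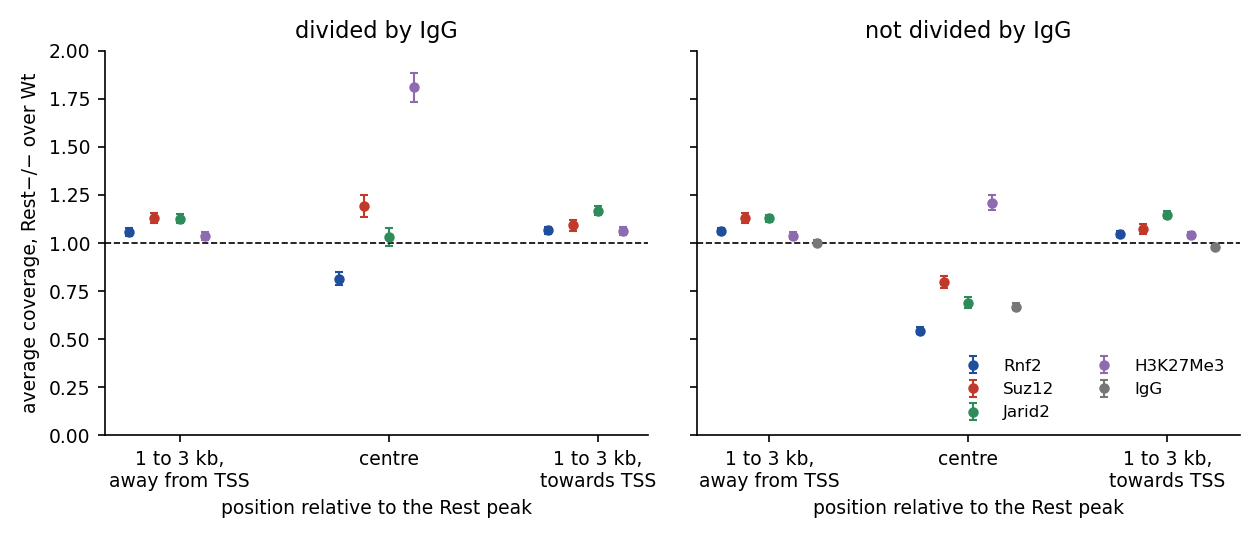
Ratio of the *Rest−/−* to the *Wt* average signal at the centre and on both flanks of 2760 Rest peaks, with and without division by IgG. Bars are 95% intervals over peaks.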

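Jarid2, a PRC2-associated protein, was higher on both flanks of the Rest peaks in *Rest−/−* cells. From 1 to 3 kb towards the TSS its IgG-divided signal was 1.52 (95% interval 1.44 to 1.59), a ratio to *Wt* of 1.17 (1.14 to 1.19), and on the other side 1.28 (1.23 to 1.33), a ratio of 1.13 (1.11 to 1.15). At the centre it was 1.81 (1.71 to 1.93), without a change (1.03, 0.983 to 1.08). Without division by IgG the flank ratios were 1.15 (1.13 to 1.17) and 1.13 (1.11 to 1.15), while the centre fell to 0.689 (0.663 to 0.719).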

As we observed reduced Rnf2 and Suz12 levels at specific Rest binding sites in the *Rest−/−* mES cells (Figure 3B and 3C), we wanted to investigate how frequently Rest target loci had lost or gained PcG-binding. For this we generated heat-maps based on ChIP-seq tracks for Rnf2, Suz12 and Jarid2 around individual Rest binding sites scored positive for PcG proteins either in *Wt* or *Rest−/−* mES cells (Figure 4B and Table S3). These heat-maps showed that Rnf2, Suz12 and Jarid2 all displayed a focused signal centered at a large fraction of the Rest binding sites in *Wt* mES cells, whereas this focused signal was absent in the *Rest*−/− mES cells. 

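The typical Rest site, without division by IgG, had a lower Polycomb signal at its centre in *Rest−/−* cells. The median over the 2760 Rest peaks at the centre, in genome means, was 3.52 for Rnf2 in *Wt* and 1.56 in *Rest−/−* cells, 2.79 and 1.58 for Suz12, and 3.06 and 1.61 for Jarid2. On the TSS side the medians were 1.18 and 1.25 for Rnf2, 1.17 and 1.28 for Suz12, and 1.21 and 1.29 for Jarid2. Counted by site over the peak, the scaled signal was lower in *Rest−/−* cells at 83.6% of the peaks for Rnf2, at 66.8% for Suz12 and at 73.0% for Jarid2, and IgG was lower at 71.1%. At *Accn1*, which encodes an acid-sensing ion channel, the Rnf2 signal fell from 10.4 to 0.852 times the genome mean.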

To test if the PcG binding was specific for Rest binding sites, we generated matched control regions for all 3,378 Rest binding sites identified in *Wt* mES cells. Matched control regions were randomly chosen, but matched to the distribution of the Rest binding sites relative to TSS [42]. In agreement with the conclusion that Rnf2, Suz12 and Jarid2 enrich at Rest binding sites, we found roughly four to five times as many Rest binding sites scored positive for PcG proteins compared to the matched control regions (Figure 4D and 4E). Moreover, at the 395 Rest binding sites shown for Rnf2, the signal was reduced 1.5 fold or more at 172 sites (Ratio-image: blue) and increased 1.5 fold or more at 45 sites (Ratio-image: red) in the *Rest*−/− mES cells compared to the *Wt* mES cells (Figure 4B; upper part). 

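A mean coverage of 10 reads in either genotype was reached by Rnf2 at 359 Rest peaks (13.0%), by Suz12 at 282 (10.2%) and by Jarid2 at 236 (8.55%). Control regions at the same distance from a TSS and over 5 kb from any Rest peak gave 56.1 positive regions per set for Rnf2 (95% of sets 43 to 70.0), 52.3 for Suz12 (39 to 66) and 37.2 for Jarid2 (26 to 49). Rest peaks were thus positive 6.39, 5.39 and 6.34 times as often. None of 1000 control sets reached the number at Rest peaks, the highest holding 79, 76 and 58. *Bdnf*, *Iqsec3*, *Prrxl1* and *Vgf* were among the genes with a positive site.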

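Of the 359 Rnf2-positive Rest peaks, the signal was lower in *Rest−/−* cells 1.5-fold or more at 177 (49.3%) and higher at 41 (11.4%), with a median log2 ratio of -0.57. With the median over Polycomb regions without Rest set to equal, 133 were lower and 66 higher. Genes are the nearest to the peak, and sites were ranked by the ratio of mean coverage, which can differ from that of reads. Among the strongest losses, Rnf2 reads fell from 20 to 1 upstream of *Slc9a9*, which encodes a sodium/proton exchanger (fold 0.0494, 95% interval 0.00119 to 0.309), from 28 to 2 at *Zfp84* (0.0705, 0.00814 to 0.280), from 40 to 3 at the peak 128265 bp from *9630041A04Rik* (0.0740, 0.0147 to 0.233), and from 26 to 5 at *Zcchc14* on chromosome 8 (0.190, 0.0569 to 0.502). The strongest gains in coverage were 51773 bp from the TSS of *Arf2*, from 6 to 18 reads (2.96, 1.13 to 9.12), at the homeobox gene *Bsx*, from 5 to 17 (3.36, 1.19 to 11.6), at *Pcsk2*, which encodes a prohormone convertase, from 34 to 89 (2.58, 1.72 to 3.96), at *Gm10655*, from 13 to 27 (2.05, 1.02 to 4.33), and at the receptor gene *Gpr6*, from 36 to 91 (2.496, 1.68 to 3.78). With 1 kb around the peak centre the median was 0.17, but which sites are positive can change with the region measured.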

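*Accn1* lost Rnf2 at its intronic Rest peak on chromosome 11 from 81007326 to 81007750, from 39 to 5 reads (fold 0.127, 95% interval 0.0389 to 0.321). *Bdnf*, which encodes a neurotrophin, gained Rnf2 at the peak on chromosome 2 from 109516001 to 109516425, from 37 to 96 reads (2.56, 1.74 to 3.85). For Suz12, reads at the Rest peak upstream of *Calb2*, a calcium buffer gene on chromosome 8, fell from 28 to 6 (0.135, 0.0456 to 0.331), where IgG also fell from 20 to 8 (0.391, 0.149 to 0.927), and those at *Cartpt*, a neuropeptide gene, rose from 14 to 83 (3.73, 2.10 to 7.11). For Jarid2, reads downstream of *Spock3*, which encodes a proteoglycan, fell from 34 to 9 (0.238, 0.100 to 0.507), also on chromosome 8, and those at *Iqsec3*, which encodes a synaptic exchange factor, rose from 29 to 99 (3.07, 2.01 to 4.82). Other proteins followed at *Iqsec3*, with Rnf2 from 61 to 126 reads (2.04, 1.49 to 2.82) and Suz12 from 36 to 167 (2.91, 2.02 to 4.30), and at *Bdnf*, with Suz12 from 25 to 145 (3.64, 2.37 to 5.82). At *Calb1* Rnf2 was unchanged (0.837, 0.532 to 1.31).

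**Figure D2:**
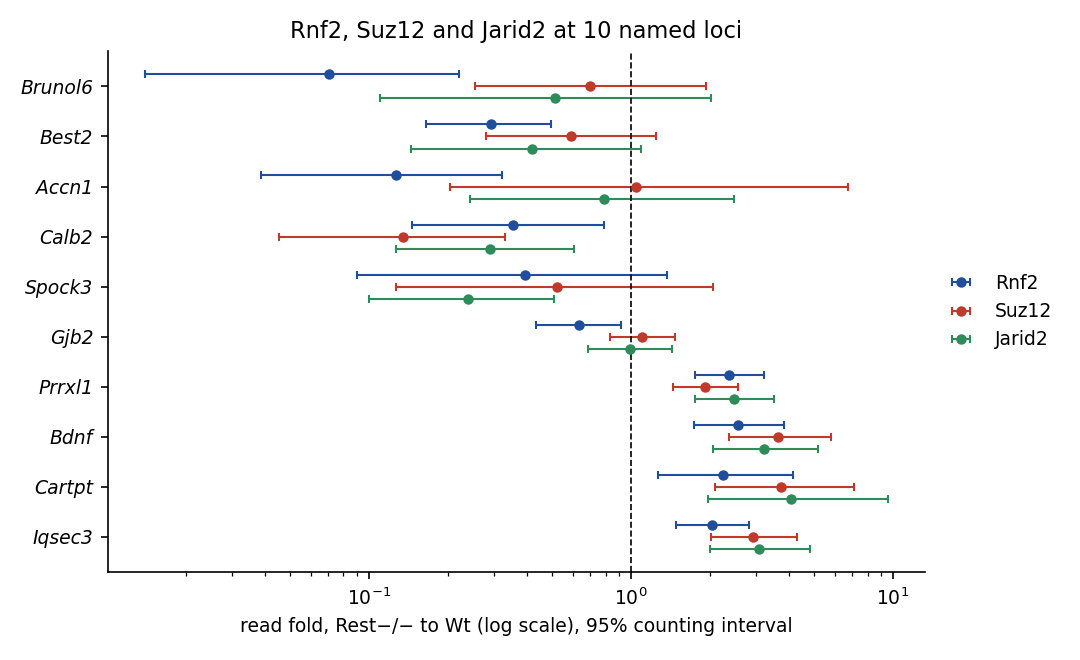
Fold of Rnf2, Suz12 and Jarid2 reads in *Rest−/−* relative to *Wt* cells over the Rest peak of single genes and over the Rnf2 peak of *Gjb2*. The peaks taken for *Calb2* and *Spock3* lie outside the gene, within 300 kb of it. Bars are 95% intervals of the ratio of read counts.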

Examples of ChIP-seq tracks for target genes from upper and lower parts of the heat-maps are shown in Figure 4C (numbers 1–6 refers to the position in the individual heat-maps). For Suz12, we found that out of 292 Rest binding sites 45 and 105 sites had a signal that was reduced or increased 1.5 fold or more, respectively (Figure 4B; middle part). 

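Of the 282 Suz12-positive Rest peaks, 62 (22.0%) were lower and 98 (34.8%) higher by 1.5-fold or more in *Rest−/−* cells, with a median log2 ratio of 0.26. Among the strongest gains in mean coverage were *Gpr158*, an orphan receptor gene (from 6 to 36 reads, fold 3.77, 95% interval 1.57 to 10.9), a peak far upstream of *Gm10945* (from 4 to 38, 5.97, 2.15 to 23.0), *Xkr4* (from 7 to 44, 3.95, 1.76 to 10.4) and the peak 9270 bp from the TSS of *Nxph1*, which encodes a neurexophilin (from 4 to 27, 4.24, 1.48 to 16.7). Among the strongest losses were those with *Slc24a3* as nearest gene (from 8 to 2, 0.157, 0.0163 to 0.787), with *Sec13* (from 29 to 7, 0.152, 0.0561 to 0.354), with *Ncan* (from 36 to 10, 0.175, 0.0773 to 0.359) and with *Fa2h* (from 14 to 3, 0.135, 0.0248 to 0.482), all but that of *Ncan* over 50 kb from a TSS. *Ncan*, a proteoglycan gene, and *Fa2h* lie on chromosome 8, where IgG is lower in *Rest−/−* cells. At the site of *Sec13*, on chromosome 6, IgG reads fell too, from 21 to 5. With reads extended to 300 bp 519 sites were positive for Suz12, and the median over this larger set was -0.16.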

For Jarid2, we found that out of 300 Rest binding sites, the signal was reduced 1.5 fold or more at 85 sites and increased 1.5 fold or more at 152 sites (Figure 4B; lower part). 

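Of the 236 Jarid2-positive Rest peaks, 67 (28.4%) were lower and 103 (43.6%) higher by 1.5-fold or more, with a median log2 ratio of 0.44. With the median over Polycomb regions without Rest set to equal, 76 were lower and 82 higher, with a median of 0.26, and with E14 Rnf2 peaks used for it 75 and 83. The strongest gains in mean coverage, given in reads, were at the promoter peak of *Nxph1*, from 18 to 90 (fold 4.50, 95% interval 2.69 to 7.93), at *Elfn2*, from 11 to 54 (4.41, 2.28 to 9.36), at *Slc26a4*, from 19 to 80 (3.79, 2.27 to 6.61), at *Crh*, which encodes corticotropin releasing hormone, from 11 to 57 (4.66, 2.42 to 9.85), and at the homeobox gene *Barhl2*, from 9 to 30 (3.00, 1.39 to 7.18). With the nearest gene named, reads fell from 24 to 0 at *Zfp238* (at most 0.149), from 15 to 1 at *Obox2* (0.0599, 0.00142 to 0.390), from 16 to 2 at *Gm20516* (0.112, 0.0125 to 0.478), from 26 to 3 at *Gm7665* (0.104, 0.0201 to 0.339) and from 47 to 4 at *Erich1* on chromosome 8 (0.0765, 0.0200 to 0.209). All 5 losses are over 10 kb from a TSS, that of *Gm20516* 627146 bp. With reads extended to 300 bp 519 sites were positive for Jarid2, and the median over this larger set was -0.24.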

Interestingly, heat-maps furthermore showed that the loss of binding in the *Rest*−/− mES cells, for all three proteins (Rnf2, Suz12 and Jarid2) was focused at the Rest binding site. On the other hand, increased binding was more widely distributed and not confined to the actual Rest binding site (Figure 4B). This explains why we observed increased signals for PcG proteins in the regions flanking the Rest binding sites in Figure 4A. 

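Counts of losses moved more with the width of the measured region than counts of gains. Measured over 1 kb around the peak centre in place of the peak itself, the Rnf2-positive sites with a lower signal numbered 35, those of Suz12 16 and those of Jarid2 4. The sites with a higher signal changed little, to 49 for Rnf2, 98 for Suz12 and 108 for Jarid2. At *Cartpt*, a gain of Rnf2 at the Rest peak (fold 2.25, 95% interval 1.26 to 4.16) extended over the whole gene (2.30, 1.54 to 3.51), as did that of Suz12 (2.86, 1.99 to 4.23). At *Bdnf* the gene-wide folds were 1.27 for Rnf2 (1.16 to 1.40), 1.50 for Suz12 (1.35 to 1.67) and 1.59 for Jarid2 (1.43 to 1.76).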

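Among positive control regions Rnf2 was lower 1.5-fold or more in 21.8% and higher in 5.47%, with a median log2 ratio of -0.21. For Suz12 the shares were 21.1% and 11.8% (median -0.17), and for Jarid2 10.1% and 21.3% (median 0.14). Counted per control set, 12.1 regions lost and 3.03 gained Rnf2, 11.0 lost and 6.21 gained Suz12, and 3.75 lost and 8.01 gained Jarid2. Losses of Suz12 were as frequent at control regions as at Rest peaks in relative terms. At 7110 Rnf2 regions over 10 kb from a Rest peak the medians were -0.26 for Rnf2, -0.09 for Suz12 and 0.14 for Jarid2, and -0.19 for IgG, so that part of the Rnf2 fall is seen away from Rest.

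**Figure D3:**
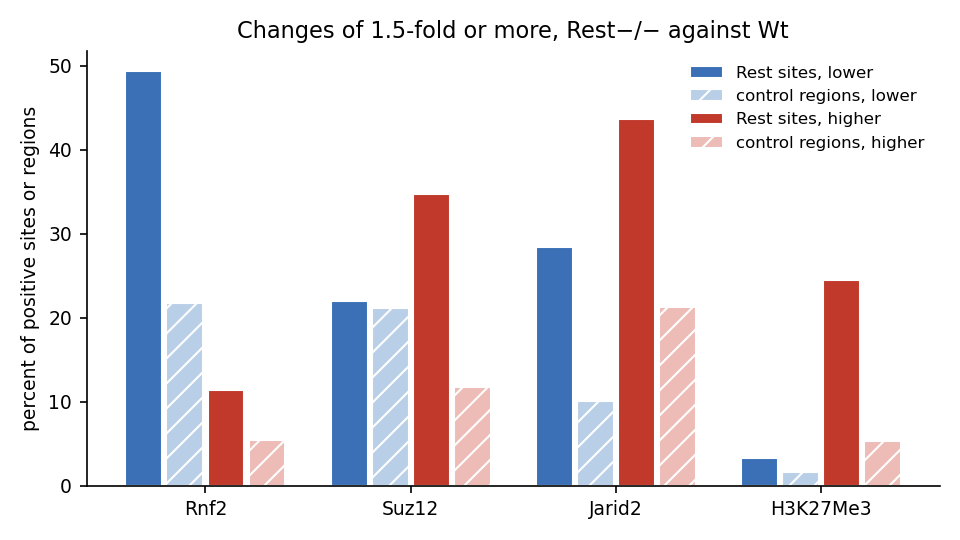
Share of positive regions with a signal lower or higher by 1.5-fold or more in *Rest−/−* cells, at Rest peaks and at TSS-matched control regions, for Rnf2, Suz12, Jarid2 and H3K27Me3.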

When the changes in PcG binding observed at Rest binding sites were compared to the changes at the matched control regions, we found that both the loss and the gain of signal observed at Rnf2- and Jarid2-positive Rest binding sites, as well as the gain of signal at Suz12-positive Rest binding sites, occurred much more frequently than would be expected from Rnf2-, Jarid2-, and Suz12-positive matched control regions (Figure 4B and 4E).

**Figure 4:**
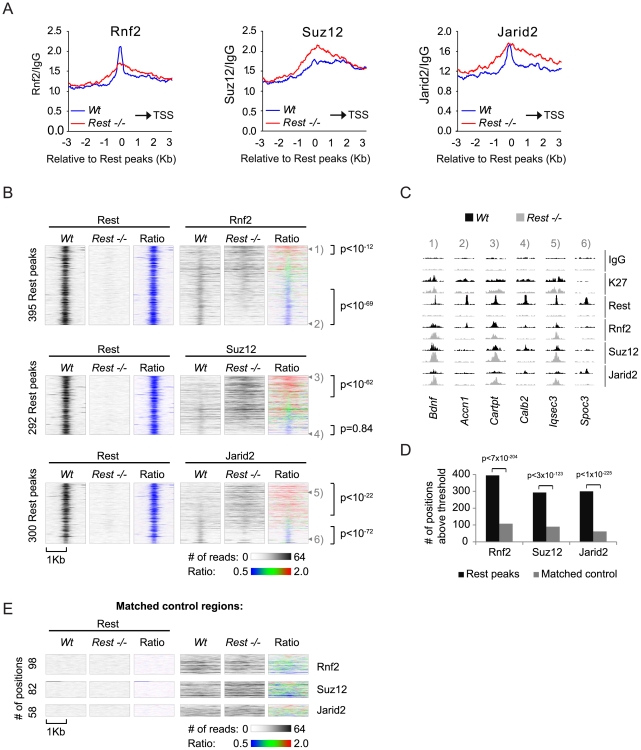
Occupancy of PRC1 and PRC2 at Rest peaks in *Wt* and *Rest*−/− mES cells. (A) Average ChIP-seq read counts in *Wt* control and *Rest*−/− mES cells, normalized to IgG controls for Rnf2, Suz12 and Jarid2 within 3 Kb of the 3,378 peaks identified for Rest in the *Wt* control cells. Black arrow indicates the direction of the nearest TSS. (B) Heat-maps showing Rnf2, Suz12 and Jarid2 occupancy in a 2 Kb window centered around individual Rest peaks identified in *Wt* control mES cells. The ratiometric heat-maps depict the part of the profiles that were increased, unaffected, or decreased in *Rest−/−* mES cells as red, green and blue, respectively. Out of the 3,378 Rest peak positions identified in the *Wt* control mES cells, positions with very low levels or no PcG (Rnf2, Suz12 and Jarid2) ChIP-seq signal in either *Wt* control or *Rest−/−* mES cells were filtered out (for thresholds and genomic peak positions see Table S3). The regions were sorted according to the fold change in PcG (Rnf2, Suz12 and Jarid2) signal between the *Wt* control and *Rest−/−* mES cells, within the Rest peaks. P-values were calculated by comparing the number of Rest binding sites with 1.5 fold increase or decrease to those expected from a population with similar distribution as the matched control using chi^2^-tests (C) ChIP-seq profiles for the positions marked 1 to 6 in Figure 4B as examples. Data from *Wt* and *Rest−/−* mES cells are shown in black and grey, respectively (K27 = H3K27Me3). (D) Diagram showing the number of Rest peaks and matched control regions (no Rest peaks) scored positive for Rnf2, Suz12 or Jarid2 signal. The filtering process described in the legend for Figure 4B. P-values compares binding sites scoring positive for PcG binding to those that scored positive by chance in the matched control regions using chi^2^-tests (E) Heat-maps of the matched control regions shown in 4D.

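Rnf2 was lower at some and higher at other Rest targets in 5 of the 8 gene groups with a positive site, and no difference between groups was tested. Of 10 positive sites at genes of axon, cytoskeleton and adhesion 7 were lower and 3 higher, with *Celf4* at a Rest peak 85721 bp from its TSS (fold 0.212, 95% interval 0.103 to 0.399; 1.38, 0.916 to 2.09, at the peak 1021 bp from it) and *Nefh* (0.525, 0.273 to 0.973) falling and *Mapk8ip2* (2.04, 1.31 to 3.24) rising. Of 15 at neural transcription factors 6 were lower and 2 higher, with *Pax5* (0.417, 0.255 to 0.663), *Lhx4* (0.329, 0.107 to 0.865) and *Neurod2* (0.494, 0.299 to 0.797) against *Insm2* (1.83, 1.34 to 2.501). Ion channel genes gave 4 lower and 3 higher of 9, with *Scn8a* (0.401, 0.193 to 0.786) against *Kcnc1* (1.88, 1.20 to 3.00) and *Scn3b* (1.80, 1.17 to 2.82). Receptor genes gave 3 and 1 of 9, with *Chrnb2* (0.395, 0.223 to 0.675) against *Grin1* (1.89, 1.24 to 2.93). Genes of synaptic vesicles and secretion gave 3 and 3 of 10, with *Rab3c* (0.197, 0.0672 to 0.482) against *Vgf* (2.07, 1.33 to 3.29), and those of transmitter synthesis and transport 1 and 0 of 6, with *Slc8a2* (0.423, 0.196 to 0.859). Of 8 sites at neuropeptide, neurotrophin and calcium buffer genes none was lower and 4 were higher. The 1 positive site at a pluripotency gene, near *Nanog*, had 17 and 8 reads (0.465, 0.174 to 1.14), and no site was positive at fibroblast genes or at Polycomb targets without RE1.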

In conclusion, we found that Rest was required for the specific recruitment of Rnf2 to a considerable number of Rest binding sites, whereas Suz12 and Jarid2 showed dependency on a smaller number of loci. In addition, many loci in the *Rest*−/− mES cells, which bound Rest in the *Wt* mES cells, had increased levels of Suz12 and Jarid2. This was also observed for Rnf2, but less frequently, suggesting that Rest can also limit PcG protein recruitment and that other factors control how Rest affects the level of PRC1 and PRC2 at specific genomic loci.

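Suz12 and Jarid2 were higher 1.5-fold or more at 34.8% and 43.6% of all positive Rest sites, and the gene groups were not tested against these shares. Of 9 Suz12-positive sites at neuropeptide, neurotrophin and calcium buffer genes 7 were higher and 1 lower, and of 6 Jarid2-positive sites all 6 were higher, with Suz12 at *Crh* (fold 2.70, 95% interval 1.58 to 4.88) and at *Pcsk2* (2.25, 1.53 to 3.40) and a fall at *Adcyap1* (0.440, 0.206 to 0.916). At genes of axon, cytoskeleton and adhesion 5 of 10 Suz12 and 6 of 6 Jarid2 sites were higher and none was lower, with Jarid2 at *Celf4* (2.13, 1.37 to 3.38). Ion channel genes had 4 higher and 2 lower of 8 for Suz12 and 2 and 1 of 5 for Jarid2, with Suz12 at *Cacng2* (3.66, 2.31 to 6.04) and *Cacna1b* (2.36, 1.42 to 4.08). Receptor genes had 4 and 1 of 8 and 4 and 4 of 9, with Suz12 at *Glra1* (2.99, 1.86 to 5.04) and *Chrnb2* (0.233, 0.101 to 0.496) and Jarid2 at *Gria2* (3.11, 1.65 to 6.29), *Drd2* (2.70, 1.62 to 4.66) and *Grik3* (0.245, 0.0813 to 0.624). Neural transcription factors had 3 and 2 of 12 and 5 and 0 of 9, with Suz12 at *Insm2* (2.31, 1.71 to 3.16) and Jarid2 at *Neurod1* (2.74, 1.61 to 4.88). Genes of transmitter synthesis and transport had 1 and 3 of 7 and 3 and 0 of 4, with Suz12 at *Slc17a6* (2.92, 1.71 to 5.26) and Jarid2 at *Gad2* (2.03, 1.40 to 2.98) and *Slc12a5* (3.02, 1.86 to 5.11). Genes of synaptic vesicles and secretion had 2 and 3 of 9 and 3 and 0 of 4.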

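The interval of the read ratio excluded 1 below at 110 and above at 34 of the positive Rest peaks for Rnf2, at 32 and 64 for Suz12, and at 41 and 83 for Jarid2. Rnf2 reads fell from 56 to 12 at the *Celf4* peak far from the TSS and rose from 66 to 122 at *Insm2*. The paper concludes that Rest is required for Rnf2 at a considerable number of sites. From higher Suz12 and Jarid2 at many loci, and less often higher Rnf2, it proposes that Rest can also limit Polycomb recruitment. The comparison behind both is that of 1 *Rest−/−* library with 1 *Wt* library per antibody.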

### Rest recruits PRC1 independently of CpG islands

Given the biochemical interaction between Rest and Rnf2 and the enrichment of Rnf2 at Rest binding sites, it was surprising to see that Rest binding sites in *Rest−/− mES* cells, not always lost Rnf2 binding, but that some Rest binding sites even gained Rnf2 signal. To study this enigma further, we correlated the changes in Rnf2 binding between *Wt* and *Rest−/−* mES cells to several different parameters, such as PRC2 levels and distance to the nearest CpG island (Figure 5A). This analysis showed a strong correlation between changes in Rnf2 binding and the levels of Suz12 at Rest binding sites in both *Wt* and *Rest−/−* mES cells (Figure 5A). 

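At the 395 Rnf2-positive sites of Table S3, the log2 change of Rnf2 correlated with the Suz12 level within 1 kb, more in *Rest−/−* cells (r = 0.61, 95% interval from resampled chromosomes 0.55 to 0.67) than in *Wt* cells (r = 0.46, 0.39 to 0.55). The explained share of variance was 0.376 and 0.216. Jarid2 behaved alike, with r = 0.67 (0.61 to 0.71) for its level in *Rest−/−* cells and 0.36 (0.30 to 0.46) for that in *Wt* cells. H3K27Me3 was weaker, with 0.38 (0.30 to 0.45) and 0.27 (0.16 to 0.37). Rank correlations for Suz12 were 0.62 and 0.50.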

Changes in Rnf2 binding also correlated well with the distance to TSS and CpG islands, but not to the overall composition (% CpG or %GC) and size of the nearest CpG island (Figure 5A).

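The change of Rnf2 fell with distance from genes and from CpG islands. For log10 distance to the TSS r was -0.39 (95% interval -0.45 to -0.33) and the explained share of variance 0.153, and for log10 distance to the nearest CpG island r was -0.39 (-0.50 to -0.28) and the share 0.149. *Slc9a9*, with its Rest peak 13685 bp from an island, lost Rnf2, whereas *Bdnf*, with an island at 904 bp, and *Gpr6*, with an island at 5 bp, gained it. Against this trend, *Arf2*, 51349 bp from an island, gained Rnf2, and *Zcchc14* on chromosome 8, with an island at 238 bp, lost it. *Calb1*, whose Rest peak lies 2 bp from the TSS and 63694 bp from an island, kept Rnf2. CpG and GC content and island size were not analysed here.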

**Figure 5:**
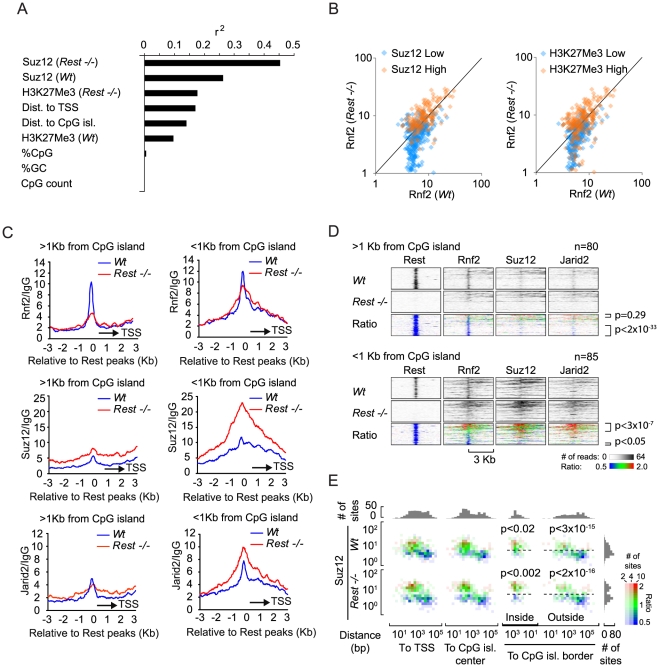
Effects of different parameters on Rnf2 binding. (A) Graph showing the Pearson's correlation coefficients (r^2^) of the change in Rnf2 at Rest peaks correlated to different parameters as indicated (the data were log-transformed before the correlation was done). (B) Scatter diagram showing the Rnf2 signal for the Rest peaks with either relative low (blue color) or high (red color) levels of Suz12 (left panel) or H3K27Me3 (right panel) in the *Wt* versus *Rest−/−* mES cells. The Rnf2 positive Rest peaks shown in Figure 4B were separated into two groups having either relative low (blue color: <5 reads on average within 1 Kb of the Rest peak) or relative high (red color: >5 reads on average within 1 Kb of the Rest peak) ChIP-seq signals for Suz12 and H3K27Me3. (C) Average ChIP-seq read counts for Rnf2, Suz12 and Jarid2 in *Wt* and *Rest*−/− mES cells normalized to IgG controls. The regions were subdivided into two groups, depending on whether or not a CpG island was located within 1 Kb of the borders of the Rest peaks. Only regions with a direct overlap between Rest and Rnf2 peaks in the *Wt* control mES cells were included (Table S4). (D) Heat-maps of Rnf2, Suz12 and Jarid2 for the individual peak positions analysed in C. The regions were sorted according to the fold change in PcG (Rnf2, Suz12 and Jarid2) signal between the *Wt* control and *Rest−/−* mES cells, within the Rest peaks. The ratiometric region map depicts the part of the profiles that were increased, unaffected, or decreased in *Rest−/−* mES cells as red, green and blue, respectively. (E) Color-coded density plots showing the difference in Rnf2 ChIP-seq signal in *Wt* and *Rest−/−* mES cells relative to the distance to TSS, distance to the nearest CpG-island, and the Suz12-signal at the 395 Rest peak positions that were scored Rnf2-positive. Densities, within each bin, depend on the number of peaks, whereas the color-coding corresponds to the average Rnf2*_Rest−/−_*/Rnf2*_Wt_* ratio with red, green and blue illustrating increased, unaffected, or decreased signal, respectively. Peaks were binned in 1.5 fold bins for Suz12 and 2 fold bins for the TSS or CpG position. The flanking histograms in the top and right part of the figure illustrate the number of peaks in each bin. P-values were calculated using heteroschedastic Student's t-tests.

To analyze the PRC2 dependency for PRC1 recruitment further, we separated Rnf2-positive Rest binding sites into two groups, which either had relatively high or low Suz12 or H3K27Me3 signals in the *Wt* mES cells. The signal for Rnf2 in *Wt* versus *Rest−/−* mES cells was plotted in a scatter diagram (Figure 5B). The results showed that Rnf2 binding was more likely to be Rest-dependent at sites with low Suz12 and low H3K27Me3 levels (Figure 5B; blue color) compared to sites with high signals for Suz12 and H3K27Me3 in *Wt* mES cells (Figure 5B; orange color). In contrast, sites with high levels of Suz12 and H3K27Me3 were more likely to maintain or even gain Rnf2 binding in the absence of Rest. Furthermore, we observed that sites with increased PRC2 binding in general had increased Rnf2 levels in *Rest−/−* mES cells (Figure S3).

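Of 252 Rnf2-positive sites with a Suz12 level below 5 reads in *Wt* cells, 147 lost Rnf2 1.5-fold or more and 19 gained it, with a median log2 ratio of -0.73. Of 194 sites with H3K27Me3 below 5 reads, 112 lost and 9 gained it, also with a median of -0.73. Losses made up 58.3% and 57.7% of these sites. At *Accn1*, which lost Rnf2, Suz12 gave 3 reads over the Rest peak in *Wt* cells.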

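Among 143 sites with Suz12 above 5 reads in *Wt* cells, 23 lost and 25 gained Rnf2, with a median log2 ratio of 0.11. Among 201 sites with H3K27Me3 above 5 reads, 58 lost and 35 gained it, with a median of -0.02. The medians above and below the level differed by 0.84 for Suz12 and by 0.71 for H3K27Me3. Random splits of the 395 sites gave -0.22 to 0.22 and -0.21 to 0.21, and none of 10000 random splits reached either difference. *Prrxl1*, with 68 Suz12 reads over its Rest peak in *Wt* cells, gained Rnf2.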

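The changes of Rnf2 and PRC2 went together across the 395 sites. The log2 change of Rnf2 correlated with that of Suz12 within 1 kb at r = 0.57 (95% interval from resampled chromosomes 0.50 to 0.61) and with that of Jarid2 at 0.67 (0.59 to 0.72), and less with that of H3K27Me3 (0.31, 0.15 to 0.40). At the *Cacng2* Rest peak 70 bp from the TSS Rnf2 rose from 26 to 47 reads (fold 1.78, 95% interval 1.08 to 3.00) and Jarid2 from 17 to 73 (3.86, 2.25 to 6.98), while at the other, 53370 bp away, Jarid2 fell from 24 to 7 (0.262, 0.0954 to 0.627). At *Vgf* Jarid2 rose from 12 to 35 reads (2.62, 1.33 to 5.55). At *Grin1* Suz12 rose from 27 to 84 (1.95, 1.25 to 3.14).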

To study the effect of CpG islands on changes in Rnf2 binding in the absence of Rest, we separated a subset of Rest binding sites with the strongest Rnf2 binding (*Wt* mES) into two categories: 1) sites with an annotated CpG island within 1 Kb (CpG island-positive) and 2) sites more than 1 Kb away from any annotated CpG island (CpG island-negative) (UCSC browser). Using this approach we found that out of 165 Rest binding sites overlapping with Rnf2 sites app. 50% are within 1 Kb of a CpG island (Figure 5C, 5D and Table S4). 

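In the copy of Table S4, which holds all 165 Rest sites that overlap Rnf2, 80 carry the mark for a CpG island within 1 kb and 85 do not. CpG islands computed from the genome sequence (at least 200 bp, 50% GC, observed over expected CpG 0.6) numbered 23143. They gave the same answer at 97.6% of the 165 sites and at 98.7% of the rows in the copy. The Rest peaks of *Cartpt* and *Iqsec3* overlap such an island, and those of *Accn1* and *Calb2* lie 40101 and 20453 bp from one.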

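At the 85 Rest sites without a CpG island within 1 kb, Rnf2 was lower 1.5-fold or more at 60 and higher at none. The median log2 ratio was -1.11 (95% interval -1.47 to -0.97). The average IgG-divided Rnf2 signal was 3.41 in *Wt* and 2.97 in *Rest−/−* cells, with IgG itself lower in *Rest−/−* cells. With the median over Polycomb regions without Rest set to equal, the median of these sites was -0.85.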

Interestingly, when we plotted the average distribution of Rnf2 at CpG island-negative Rest binding sites (>1 Kb from a CpG island), we observed that the Rnf2 enrichment was almost completely lost at Rest binding sites in the *Rest*−/− mES cells. In contrast, at CpG islands-positive Rest binding sites (<1 Kb from a CpG island), we observed only a minor decrease in Rnf2 binding (Figure 5C and 5D). 

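At the 80 Rest sites with a CpG island within 1 kb, Rnf2 was lower 1.5-fold or more at 29 and higher at 8. The median log2 ratio was -0.25 (95% interval -0.51 to -0.07), and the average IgG-divided signal 6.36 in *Wt* and 7.42 in *Rest−/−* cells. The decrease at these sites hangs on the scaling, as with the median over Polycomb regions without Rest set to equal it was 0.01. *Brunol6* and *Best2* have an island at the Rest peak and lost Rnf2, while *Prrxl1* and *Iqsec3* have one too and gained it.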

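The IgG-divided Suz12 signal in *Wt* cells was 6.53 at the 80 Rest sites with a CpG island and 2.26 at the 85 sites without. In *Rest−/−* cells it was 11.4 and 3.18. Without division by IgG, the median log2 ratio was 0.24 (95% interval 0.01 to 0.50) at sites with an island, where 27 rose and 12 fell by 1.5-fold or more, and -0.42 (-0.69 to -0.09) at sites without, where 10 rose and 39 fell. *Cartpt* and *Xkr4* gained Suz12 at a Rest peak that overlaps an island. *Sec13*, 38310 bp from an island, lost it, and IgG fell there from 21 to 5 reads. Suz12 also rose away from islands, at *Gm10945* (133655 bp from one) and at the *Nxph1* peak 9270 bp from its TSS (6015 bp).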

For Suz12, the data showed that the levels of Suz12 were clearly higher at CpG islands-positive Rest binding sites, and that the absence of Rest resulted in a marked increase in Suz12 at these sites (Figure 5C and 5D). We found similar effects for Jarid2 (Figure 5C and 5D), suggesting that CpG islands could be part of a mechanism responsible for the increased recruitment of PRC2 in the absence of the transcription factor Rest in the mES *Rest−/−* mES cells.

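Jarid2 rose at 40 and fell at 10 of the 80 Rest sites with a CpG island by 1.5-fold or more, with a median log2 ratio of 0.59 (95% interval 0.40 to 0.76). At the 85 sites without an island 9 rose and 39 fell (-0.52, -0.63 to -0.33). Its IgG-divided signal went from 4.21 to 7.86 at sites with an island and from 1.96 to 2.54 at sites without. *Nxph1*, *Crh* and *Slc26a4* gained Jarid2 on islands, while *Obox2* and *Gm7665*, over 10 kb from any island, lost it. With the median over Polycomb regions without Rest set to equal, the medians of Jarid2 were 0.41 with and -0.70 without an island.

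**Figure D4:**
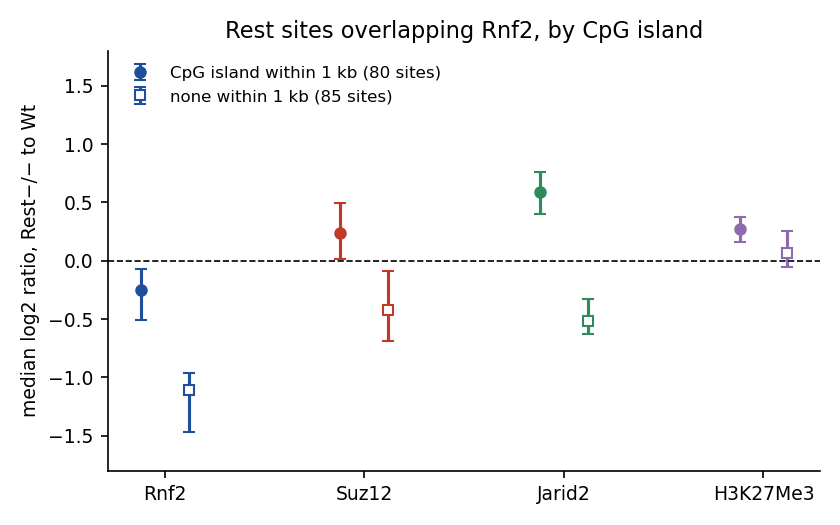
Median log2 ratio of the *Rest−/−* to the *Wt* signal at 80 Rest sites with and 85 without a CpG island within 1 kb, for Rnf2, Suz12, Jarid2 and H3K27Me3. Bars are 95% intervals over sites.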

Finally, we wanted to distinguish, whether the effect of CpG islands on Rnf2 binding was due to the presence of PRC2 at the CpG islands, or if CpG islands represented an independent entity responsible for Rnf2 recruitment. Therefore, we plotted the Rnf2*_Rest−/−_*/Rnf2*_Wt_* ratio of Rnf2-positive Rest binding sites relative to the position of the nearest TSS or the nearest CpG island, as well as to the level of Suz12 in either *Wt* or *Rest−/−* mES cells. As previously described, we observed that a larger fraction of Rnf2 positive Rest binding sites had increased Rnf2*_Rest−/−_*/Rnf2*_Wt_* ratio at positions close to TSS and CpG islands (Figure 5E, red coloring), compared to those that were located far from TSS or CpG islands (Figure 5E, blue coloring). 

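Grouped by CpG island within 1 kb and by Suz12 in *Rest−/−* cells, the 395 Rnf2-positive sites gave 4 medians. With an island the log2 ratio of Rnf2 was 0.18 (95% interval 0.10 to 0.25) at 137 sites with Suz12 above 5 reads and -0.81 (-0.999 to -0.596) at 72 below. Without an island it was -0.25 (-0.48 to 0.14) at 34 sites above and -0.89 (-1.07 to -0.72) at 152 below. Among the 72 sites with an island and low Suz12, 44 lost and 3 gained Rnf2. At *Brunol6*, which lost it on an island, mean Suz12 coverage over the Rest peak in *Rest−/−* cells was 6.12 reads (3.85 scaled to the *Wt* library). This value is over the peak alone and does not place the gene in a class.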

Importantly, the key determinant for the change in Rnf2*_Rest−/−_*/Rnf2*_Wt_* ratios appeared to be the level of the PRC2 subunit Suz12. Rest binding sites with high Suz12 levels and located at or close to CpG islands, had significantly increased Rnf2*_Rest−/−_*/Rnf2*_Wt_* ratios, whereas those with low Suz12 levels had a lower Rnf2*_Rest−/−_*/Rnf2*_Wt_* ratio (Figure 5E). Also, a minor group of Rnf2-positive Rest binding sites, far from annotated CpG islands, had a high level of Suz12 and these had a correspondently increased Rnf2*_Rest−/−_*/Rnf2*_Wt_* ratio compared to sites with similar position and lower Suz12 levels. 

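With Suz12 taken from *Wt* cells, the median log2 ratio of Rnf2 at sites with a CpG island within 1 kb was 0.17 (95% interval 0.07 to 0.23) at 116 sites with Suz12 above 5 reads, where 14 lost and 23 gained Rnf2 by 1.5-fold or more. At 93 sites with an island and less Suz12 it was -0.57 (-0.75 to -0.36), with 45 losses and 12 gains. On islands, *Prrxl1* had 22.9 reads of mean Suz12 coverage over its Rest peak in *Wt* cells and gained Rnf2, and *Brunol6* had 4.27 and lost it.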

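Without a CpG island within 1 kb, 27 sites had Suz12 above 5 reads in *Wt* cells, and their median log2 ratio of Rnf2 was -0.26 (95% interval -0.61 to 0.02), with 9 losses and 2 gains. At 159 sites with less Suz12 it was -0.82 (-1.03 to -0.70), with 102 losses and 7 gains. *Accn1*, which lost Rnf2 far from any island, had 1.21 reads of mean Suz12 coverage over its Rest peak. From the split within both CpG classes the paper states that the Suz12 level appeared to be the main determinant of the Rnf2 change. The comparison is across sites within the same pair of libraries, so a difference in depth between them moves all 4 classes alike.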

In summary, it appears from this analysis that 1) Rest was the dominant recruitment factor for PRC1 at Rest binding sites with low PRC2 levels, and 2) that the increased recruitment of Rnf2 observed at CpG islands in *Rest−/−* mES cells was an indirect effect of increased PRC2 recruitment to CpG islands and TSS-proximal Rest binding sites in the *Rest−/−* mES cells.

### Recruitment of PRC1 to Rest binding sites, independent of Eed and the H3K27Me3 mark

The general view that PRC1 is recruited to chromatin exclusively by PRC2 activity [43] has recently been challenged, by the observation that mES cells lacking PRC2 activity still maintained H2AUbi marked histones catalyzed by the PRC1 complex [19]. Since we observed that Rest was needed for PRC1 recruitment at Rest binding sites with low levels of Suz12 and H3K27Me3 (Figure 5B), we wanted to test if Rest could recruit PRC1 to Rest binding sites in cells deficient for PRC2 activity. We performed ChIP-seq for Rest and Rnf2 in E14 *Wt* control and *Eed−/−* mES cells and found that app. 

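The E14 *Wt* and *Eed−/−* mES cells differ in Eed, the PRC2 subunit that binds H3K27Me3. Without Eed the paper reports somewhat lower Suz12 and Ezh2 and less of the largest PRC2 forms. Rest, Rnf2 and IgG were sequenced in both lines, with 1 library each from the pooled DNA of 3 parallel ChIPs, and the read positions deposited by the authors were used as for the *Rest* lines. After removal of duplicate reads, E14 and *Eed−/−* cells had 6814192 and 4702700 reads for Rest, 7754007 and 6200495 for Rnf2, and 6228640 and 4382485 for IgG. Because these libraries are smaller, peaks were called with at least 10 reads per window. Rest peaks numbered 4087 in E14 and 3006 in *Eed−/−* cells. Within *Eed* on chromosome 7, the 1 kb from 97120001 held 19 reads in E14 and 2 in *Eed−/−* cells, pooled over Rest, Rnf2 and IgG (ratio 0.143, 95% interval 0.0162 to 0.594). There is no replicate, so comparisons are between 2 libraries. IgG reads differed by whole chromosomes, with *Eed−/−* to E14 ratios of 1.13 on chromosome 3, 1.35 on chromosome 6, 1.36 on chromosome 8 and 0.824 on chromosome 14, which move all sites there.

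**Figure D5:**
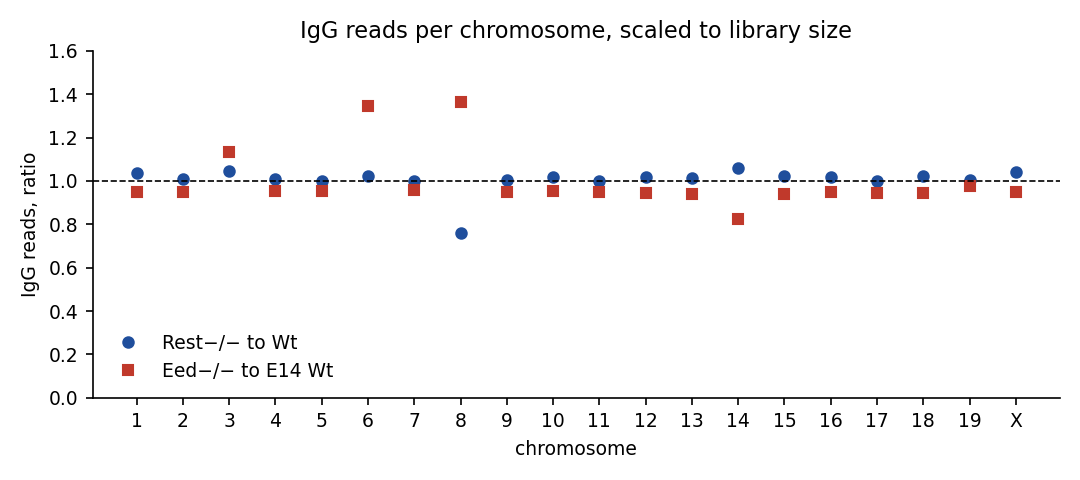
Ratio of IgG reads by chromosome, *Rest−/−* to *Wt* and *Eed−/−* to E14.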

90% of the Rnf2 binding sites identified in the *Wt* cells were lost in *Eed−/−* cells (Table S6). 

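Of 6443 Rnf2 peaks in E14 cells 6186 had no *Eed−/−* peak within 500 bp, a loss of 96.0% (95% interval 95.5 to 96.5), and 438 peaks were called in *Eed−/−* cells. The classical Polycomb targets lost most Rnf2. At the TSS of the 20 listed Polycomb targets without a known RE1 the median Rnf2 signal fell from 41.2 to 5.84 times the genome mean, and at 55 neural transcription factor genes from 36.5 to 5.91. At *Neurog1* Rnf2 reads fell from 218 to 36 (fold 0.207, 0.141 to 0.295). Other neuronal groups started lower, with 5.55 and 3.49 at receptor genes, 5.10 and 4.71 at neuropeptide, neurotrophin and calcium buffer genes, 4.88 and 3.45 at genes of transmitter synthesis and transport, 4.09 and 2.66 at ion channel genes, 3.88 and 3.78 at genes of axon, cytoskeleton and adhesion, and 3.29 and 3.19 at genes of synaptic vesicles and secretion. The median log2 ratio was -0.30 at axon and -0.24 at synaptic genes. Pluripotency genes had 3.05 and 3.92 and fibroblast genes 4.09 and 3.65, with median log2 ratios of 0.13 and 0.21.

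**Figure D6:**
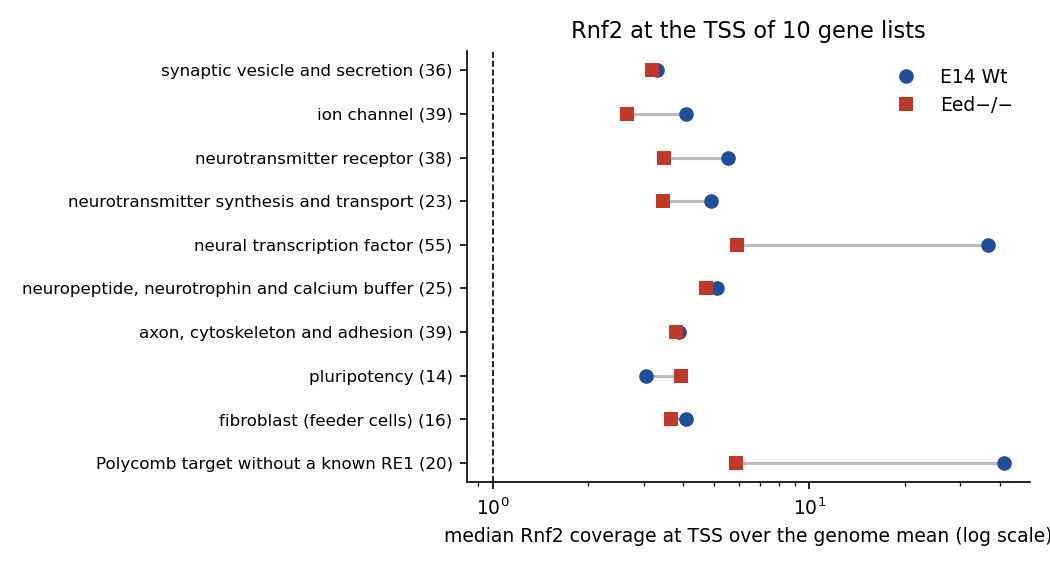
Median Rnf2 coverage within 1 kb of the TSS in E14 and *Eed−/−* cells for 10 gene groups, as multiples of the genome mean on a log scale, with the number of genes in parentheses.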

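Of 2837 Rnf2 peaks on CpG islands in E14 cells 95.7% were lost in *Eed−/−* cells (95% interval 94.8 to 96.4), and of 1954 within 1 kb of an island 97.4% (96.6 to 98.1). Of 1652 peaks further away 95.0% were lost (93.8 to 96.0), and of the 303 over 10 kb away 85.8% (81.4 to 89.5). Peaks within 500 bp of a Rest peak were kept more often: 78.6% of 103 were lost (69.5 to 86.1), against 96.3% of the 6340 others. Of 33 peaks near Rest and over 1 kb from an island 69.7% were lost (51.3 to 84.4). Among the 438 Rnf2 peaks of *Eed−/−* cells, 28.1% overlapped an island and 52.7% were over 1 kb from one. The Rnf2 fold had a median of 0.193 over all E14 peaks, 0.468 over those more than 10 kb from an island and 0.425 over those near Rest.

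**Figure D7:**
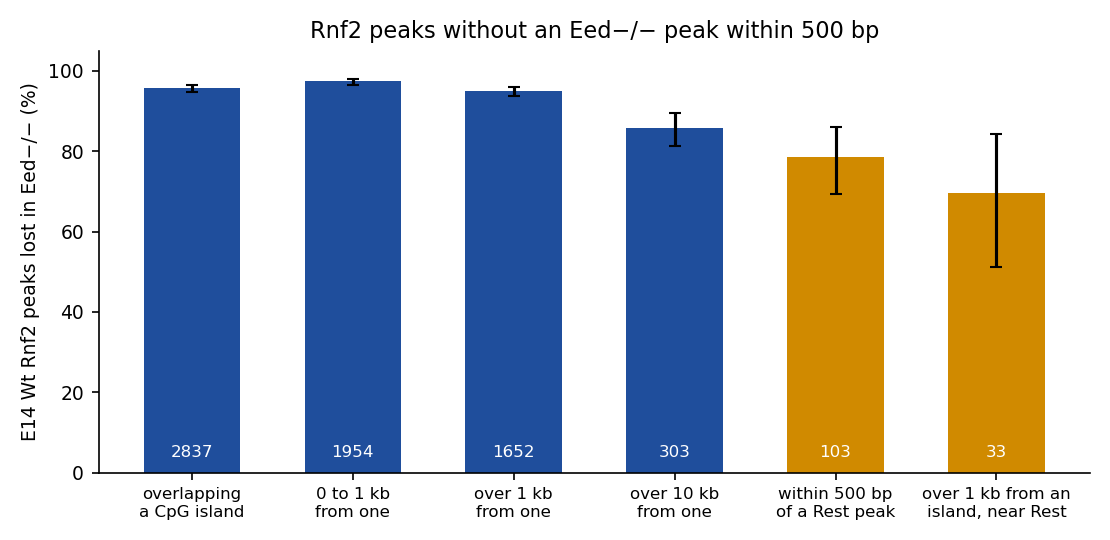
Share of E14 Rnf2 peaks without an *Eed−/−* peak within 500 bp, by distance from CpG islands and from Rest peaks. Bars are exact 95% intervals.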

In line with PRC1 being recruited to CpG islands via PRC2, we observed that the loss of Rnf2 binding sites were most pronounced for peaks positioned at or close to CpG islands (Figure 6A, upper part), while the majority of binding sites positioned distant from CpG islands were in general maintained in the *Eed−/−* mES cells (Figure 6A, lower part). Nonetheless, the average Rnf2 signal at Rest binding sites was only marginally reduced (Figure 6B, upper part) when analyzing all Rest binding sites both distant from CpG islands and at CpG island proximal regions. 

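At the centre of the 4087 Rest peaks of E14 cells, the IgG-divided Rnf2 signal was 2.17 in E14 (95% interval 2.07 to 2.27) and 1.96 in *Eed−/−* cells (1.88 to 2.05), a ratio of 0.906 (0.859 to 0.955). At 1065 Rest peaks with a CpG island within 1 kb it fell further (0.702, 0.640 to 0.784), and at 3022 without one it did not change (1.02, 0.955 to 1.08). Peak by peak the median fold was 1.03, with 1066 peaks lower and 1189 higher by 1.5-fold or more. Without division by IgG, which was higher at these centres in *Eed−/−* cells (1.17, 1.12 to 1.22), the ratio was 1.06, and at peaks with a CpG island the signal was 5.07 in E14 and 5.20 in *Eed−/−* cells, where IgG was 1.46-fold higher (1.34 to 1.58). At the Rest peak of *Bdnf* the Rnf2 interval held 1 (19 and 14 reads, fold 0.921, 0.428 to 1.94), with a fall over the whole gene (0.693, 0.587 to 0.816). *Prrxl1* lost Rnf2 at its peak, from 38 to 4 (0.132, 0.0341 to 0.366), on chromosome 14 with its lower IgG ratio.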

Notably in the *Wt* mES cells, we observed increased Rnf2 binding from the Rest binding sites towards the TSS, which was virtually lost in the absence of Eed (Figure 6B, upper part). Furthermore, when comparing the distribution of Rest peaks in *Wt* versus *Eed*−/− mES cells, we only observed a minor effect indicating, that the overall binding of Rest to DNA was independent of PRC2 (Figure 6B, lower part).

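From 1 to 3 kb on the side of the TSS the IgG-divided Rnf2 signal was 1.58 in E14 (95% interval 1.50 to 1.69) and 1.29 in *Eed−/−* cells (1.25 to 1.32), a ratio of 0.812 (0.770 to 0.853). On the side away from the TSS it was 1.21 (1.15 to 1.26) and 1.17 (1.14 to 1.20), without a change (0.970, 0.930 to 1.01). The fall on the side of the TSS was larger at Rest peaks with a CpG island within 1 kb (0.685, 0.620 to 0.761) than at those without (0.891, 0.842 to 0.943).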

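The IgG-divided Rest signal at the centre of the 4087 Rest peaks was 43.5 in E14 (95% interval 41.9 to 45.1) and 40.6 in *Eed−/−* cells (38.9 to 42.2), a ratio of 0.933 (0.894 to 0.975). Peak by peak the median fold was 0.964, with 863 peaks lower and 699 higher by 1.5-fold or more. Without division by IgG the ratio was 1.09, as IgG was higher at the centres in *Eed−/−* cells. At *Prrxl1* Rest reads numbered 91 and 80 (1.27 after scaling, 0.931 to 1.74) and at *Bdnf* 113 and 107 (1.37, 1.04 to 1.80), while *Iqsec3* rose from 125 to 219 (2.54, 2.03 to 3.19) on chromosome 6 with its higher IgG ratio. From the minor effect on the average profile the paper infers that the overall binding of Rest does not depend on PRC2. The comparison is of 1 library with another.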

**Figure 6:**
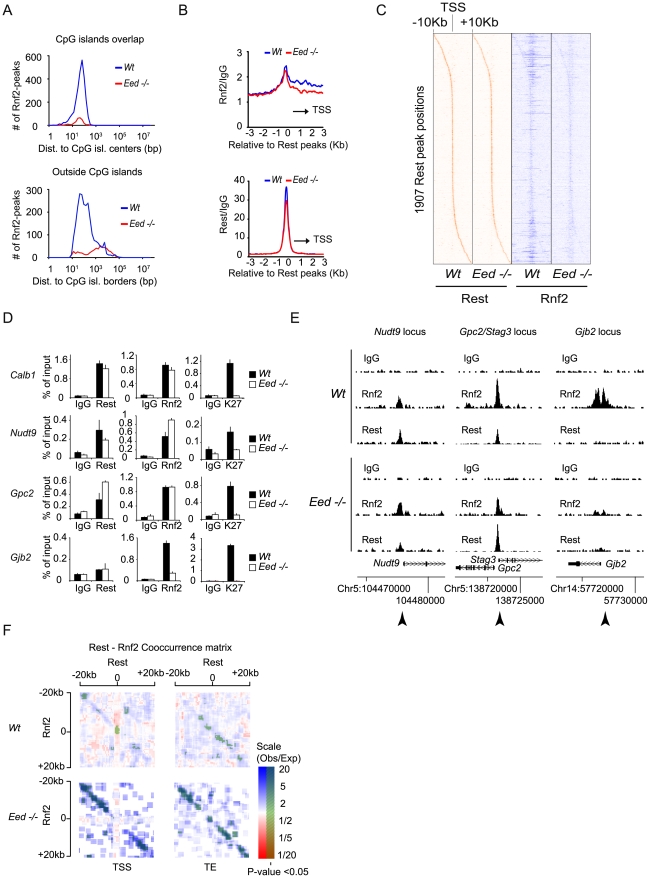
The recruitment of PRC1 at a number of Rest binding sites is independent of PRC2 activity in mES cells. (A) Histograms showing the number of Rnf2 peaks in *Wt* and *Eed*−/− mES cells at positions relative to CpG islands. Upper panel: Rnf2 peaks that overlap with CpG-islands relative to the distance between the center of the peak and the center of the CpG-island. Lower panel: Rnf2 peaks, not overlapping with annotated CpG-islands, plotted relative to the distance between the borders of the Rnf2 peak and the border of the CpG-island. (B) Average ChIP-seq reads in E14 *Wt* and *Eed*−/− for Rnf2 (upper panel) and Rest (lower panel) within 3 Kb of the 5,097 Rest peaks identified in E14 *Wt* mES cells (Table S5). Read counts were normalized to the IgG control. The black arrow indicates the direction of the nearest TSS. (C) Heat-maps of Rest and Rnf2 in *Wt* and *Eed*−/− mES cells at 1,907 Rest peaks within 10 Kb of a TSS. (D) Direct ChIP in E14 *Wt* and *Eed*−/− mES cells for *Calb1*, *Nudt9*, *Gpc2/Stag3* and *Gjb2* (positions of primers used are indicated by arrow heads in E). Error bars represent standard deviations calculated from triplicate qPCR reactions. (E) ChIP-seq profiles for the *Nudt9, Gpc2/Stag3 and Gjb2* loci using antibodies for Rnf2, Rest and control IgG. (F) Co-occurrence matrix of Rest and Rnf2 peaks from *Wt* and *Eed−/−* mES cells. The maps are based on scans, with a 2,500 bp window, along different positions near the transcription start site (TSS) or transcription end points (TE) annotated in the mouse genome (Mouse genome: mm9). For each scan the number of observed peaks were calculated and normalized to the number of expected peaks based on the frequency of Rest and Rnf2 peaks in that particular position, relative to the TSS or TE. Scans with a higher or lower frequency than expected from random localization, were colored blue or red, respectively. Scans with a P-value below 0.05 (Bonferroni corrected for multiple sampling), are overlaid with transparent green color.

In order to visualize the data summarized by the average distributions in Figure 6B, for individual genes, we generated heat-maps based on ChIP-seq tracks for individual Rest binding sites within 10 Kb of a TSS (Figure 6C). In agreement with the data in Figure 6B, the wide-spread Rnf2 signals in the *Wt* was virtually lost in the *Eed*−/− mES cells, but the signal was clearly maintained at the Rest binding sites (Figure 6C).

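At the 1726 Rest peaks within 10 kb of a TSS, the IgG-divided Rnf2 signal from 1 to 3 kb towards the TSS was 2.23 in E14 (95% interval 2.04 to 2.44) and 1.52 in *Eed−/−* cells (1.45 to 1.59), a ratio of 0.682 (0.628 to 0.736). At the centre it was 2.53 (2.36 to 2.73) and 1.99 (1.87 to 2.13), a ratio of 0.786 (0.722 to 0.854), while IgG at the centre rose 1.33-fold (1.24 to 1.42). The IgG-divided Rest ratio at the centre was 0.976 (0.914 to 1.04). Undivided, Rest went from 73.1 to 95.1 and Rnf2 from 4.397 to 4.61 genome means. Of all 4087 Rest peaks, those with most Rnf2 in *Eed−/−* cells were 241566 bp from the TSS of *Ccdc3* (48 and 40 reads, fold 1.04, 0.667 to 1.62), at *Agbl3* on chromosome 6 (34 and 46, 1.69, 1.06 to 2.72), 2200 bp upstream of *Gm1979* (49 and 35, 0.893, 0.562 to 1.41) and at *Efha1* on chromosome 14 (54 and 45, 1.04, 0.686 to 1.58). At *Calb1* the interval over the Rest peak holds 1 on few Rnf2 reads (24 and 13, 0.677, 0.317 to 1.38). Over the whole gene Rnf2 fell (0.650, 0.475 to 0.882).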

To confirm the results obtained by ChIP-seq, we performed direct ChIP on four genes. We compared the Rnf2 binding at Rest binding sites in *Wt* and *Eed*−/− cells and also included a ChIP for the H3K27Me3 mark. As shown in Figure 6D, the four genes behaved differently. *Gjb2*, a PcG target gene [44] showed very low levels of Rest binding in the *Wt* mES cells, which was not affected in the *Eed*−/− mES cells, while H3K27Me3 was absent and Rnf2 strongly reduced. For the *Calb1* gene, a classical Rest target [45], we confirmed a strong Rest enrichment, which correlated with enrichment for Rnf2 in the *Wt* mES cells (Figure 6D). Even though H3K27Me3 was absent at the *Calb1* locus in the *Eed*−/− mES cells the binding of Rnf2 was preserved (Figure 6D), demonstrating PRC2- and H3K27Me3-independent recruitment of Rest-PRC1. *Nudt9* and *Gpc2*, two other Rest targets in mES cells showed either a small decrease or increase, respectively, in Rest binding in the *Eed−/−* mES cells as compared to the *Wt* mES cells, while Rnf2 was not reduced. Similarly, we detected Cbx7 binding on two non-Rest PcG targets (*Gjb2* and *Neurog1*) in *Wt* mES cells that was lost in *Eed−/−* mES cells, while Cbx7 was still bound to the *Stag3* gene in *Eed−/−* mES cells (Figure S2). 

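At *Nudt9*, which encodes a nucleotide hydrolase, the region of the UTR on chromosome 5 from 104475501 to 104475800 held 18 Rnf2 reads in E14 and 28 in *Eed−/−* cells (fold 1.95, 95% interval 1.04 to 3.73), and 27 and 17 Rest reads (0.912, 0.467 to 1.74). IgG gave 0 and 4 reads there. At *Stag3*, a meiotic cohesin gene, Rnf2 over the Rest peak from 138721401 to 138721825 gave 68 and 39 reads (0.717, 0.471 to 1.08), with no change beyond counting error, and Rest rose from 85 to 158 (2.69, 2.06 to 3.55). At *Gjb2*, Rnf2 fell from 35 to 4 reads (0.143, 0.0369 to 0.400), and Rest gave 4 and 7 reads. *Gjb2* lies on chromosome 14, where IgG is lower in *Eed−/−* cells. All 3 regions overlap a CpG island.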

In Figure 6E we present ChIP-seq profiles for the *Nudt9*, *Gpc2/Stag3*, and *Gjb2* loci, which reflects the results obtained by direct ChIP (ChIP followed by QPCR analysis; arrow heads indicate the position of primers used in Figure 6D). It is noteworthy that not all Rest binding sites were preserved between the two Wt mES cell lines (compare Figure 3B and Figure 6E to Figure S4).

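Of the 2760 Rest peaks of the *Wt* control line 2399 (86.9%) had an E14 peak within 500 bp, and of the 4087 E14 peaks 2439 (59.7%) had one in the control line. Peaks found in 1 line only were weaker. In the control line the shared peaks had a median Rest signal of 30.8 times the genome mean and the others 18.4. In E14 cells the shared peaks were at 57.0 and the others at 36.5, and these others reached 3.87 in the control line. *Stag3* is such a site, with Rest at 71.2 times the genome mean in E14 cells and 1.62 in the control line, where Rnf2 was nonetheless 51.7 times the genome mean.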

Since both Rnf2 and Rest binding sites in E14 *Wt* mES cells frequently appeared in close proximity of the TSS of genes, we asked whether Rest and Rnf2 co-localized more frequently than expected by chance in *Wt* and *Eed*−/− mES cells. We calculated the frequencies of Rest binding sites alone, Rnf2 sites alone or in combination with Rest, 20 Kb up- and down-stream of all annotated TSS positions and transcription ends (TE) in the mouse genome (mm9). We plotted ratios between the observed frequencies versus the frequencies expected by chance in a co-occurrence matrix (Figure 6F). 

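Over 22367 genes, a 2500 bp window at the TSS held both a Rest and an Rnf2 peak in E14 cells at 51 genes, against 78.5 from the product of the shares (ratio 0.650, 95% Poisson interval 0.484 to 0.854). At 7500 bp upstream both were found at 8 genes against 1.63 (4.91, 2.12 to 9.68), at 2500 bp downstream at 16 against 8.50 (1.88, 1.08 to 3.06), and at the TE at 10 against 4.31 (2.32, 1.11 to 4.27). Placed against random regions at the same distance from a TSS, Rest peaks within 1.25 kb of a TSS had an Rnf2 peak within 500 bp at 32 sites against 60.8 (0.526), those from 1.25 to 20 kb at 27 against 12.2 (2.22), and those further away at 28 against 1.40 (20.0). Upstream and downstream numbers are small, and at most offsets away from the TSS the interval includes 1. Of the offsets downstream of the TSS only that at 2500 bp excludes 1, and 7500 bp has the highest ratio upstream.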

The observed co-occurences of Rest and Rnf2 at the TSS in *Wt* mES cells were actually significantly below what could be expected by chance (red), whereas upstream and downstream of TSS and at TE, we observed significantly more co-occurrence than expected by chance (blue) (Figure 6F). 

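In *Eed−/−* cells Rest and Rnf2 peaks shared the TSS window at 15 genes against 6.99 from the product of the shares (ratio 2.15, 95% Poisson interval 1.20 to 3.54). At 15000 bp upstream both were present at 5 genes against 0.132 (37.8, 12.3 to 88.1) and at the TE at 3 against 0.139 (21.5, 4.44 to 63.0). Of the 438 Rnf2 peaks of *Eed−/−* cells 29 were within 500 bp of a Rest peak, against 5.06 in TSS-matched random placements (5.73-fold), a number none of 1000 placements reached. The size of this fold moved with the read minimum and the overlap distance, as given further below. In E14 cells 103 of 6443 Rnf2 peaks were near a Rest peak, against 108 (0.952). Counted by Rest peak, 87 of 4087 had an Rnf2 peak, against 74.4 (1.17, reached by 67 of 1000 sets). The 0.952 turned above 1 under the other settings given further below. By distance to the TSS, Rest peaks had an Rnf2 peak in *Eed−/−* cells at 6 sites within 1.25 kb against 4.18 (1.44-fold, reached by 241 of 1000 sets), at 8 up to 20 kb against 0.401 (19.95-fold) and at 16 beyond against 0.155 (103-fold). The windows away from the TSS hold 5 genes or fewer each, and 3 of them none.

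**Figure D8:**
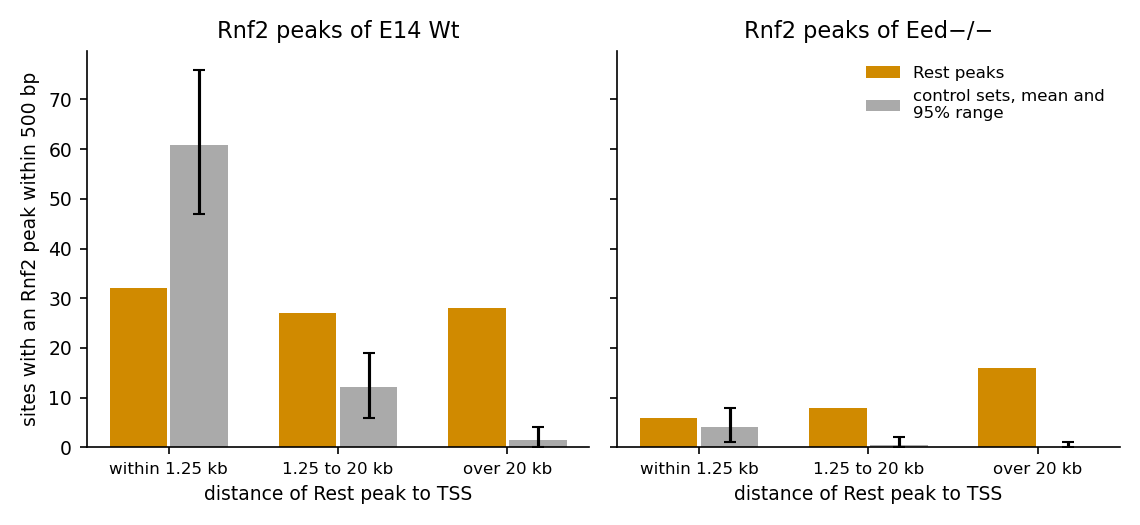
Number of Rest peaks of E14 cells with an Rnf2 peak of E14 or *Eed−/−* cells within 500 bp, by distance from the TSS, and the same for TSS-matched control sets.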

Remarkably and in agreement with Rnf2 binding being preserved at Rest binding sites in the *Eed*−/− mES cells, we observed much higher co-occurrence than expected by chance both up- and down-stream of the TSS and TE in the absence of PRC2 activity.

Taken together these results substantiate the relation between PRC1 and Rest in mES cells and suggest that Rest-PRC1 can be recruited to neuronal genes independently of the PRC2 complex.

### Neuronal differentiation of NT2-D1 cells

Finally, we wanted to study the interplay between REST and the PcG complexes at genes that are induced during differentiation. In order to do this we took advantage of the fact that NT2-D1 cells can be induced to differentiate along the neuronal path by retinoic acid (RA)- stimulation, and used these cells to study the dynamics of REST and RNF2 binding on a number of selected target genes that were co-regulated by REST and RNF2 (Figure 2B). RA-stimulation for 3 days led to an almost complete loss of the pluripotency factor OCT4 (Figure 7A), while the protein levels of EZH2, RNF2 and REST were only marginally affected. Furthermore, *OCT4* and another pluripotency factor *NANOG* were almost completely silenced transcriptionally (Figure 7B), while the *REST* transcript was unaffected and *HOXA1* was strongly induced (Figure 7B). The genes we selected for ChIP analysis were all induced by RA-stimulation (Figure 7D and 7F), but can be divided into two groups, based on the events taking place at the REST binding sites. The first group is represented by *MEIS1* and *TBX3*, which both have reduced REST binding to the gene after 3 days of RA-stimulation (Figure 7C). These genes lost RNF2 binding and had reduced H3K27Me3 after RA treatment. For the second group of genes represented by *MEIS2* and *DLX5*, REST stayed on the genes after 3 days of RA-stimulation, while RNF2 was lost (Figure 7E). These genes also lost H3K27Me3 (*MEIS2*) or had significantly reduced H3K27Me3 after RA-stimulation (*DLX5*). The data suggested, that gene induction in response to RA-stimulation does not necessary require displacement of REST, but correlated with the displacement of PRC1 (RNF2) and reduction in H3K27Me3. The determining factor(s) for how REST-PcG complexes are regulated at specific target genes is still an open question. We imagine that post-translational modifications of REST and/or PcG proteins could be part of a mechanism regulating the interaction(s) between these factors and the affinity of REST for DNA. Furthermore, other REST associated factors, beside the PcG proteins, could affect the affinity of REST complexes for chromatin on individual genomic loci.

**Figure 7:**
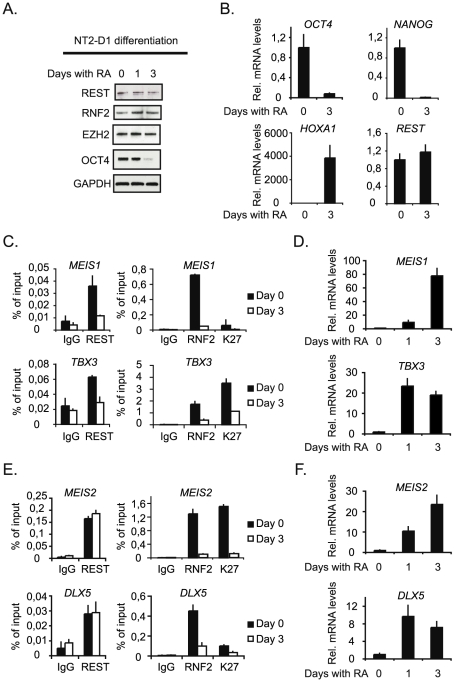
Neuronal differentiation in NT2-D1 cells. NT2-D1 cells were treated with Retinoic Acid (RA) for 1 and 3 days or left untreated (day 0). Protein-, RNA- and ChIP-samples were harvested. (A) Western blot analysis of protein samples taken at day 0, 1 and 3. (B) Relative mRNA levels at day 0 and 3 of *REST*, *OCT4* and *NANOG* and *HOXA1*. (C) Group of genes, which loose binding of both REST and PcG proteins during differentiation. ChIP analysis was performed for day 0 and 3 of RA treatment. (D) Relative mRNA levels of the genes displayed in (C), for untreated cells and cells treated with RA for 3 days. (E) Group of genes, which maintain REST binding but loose PcG proteins during differentiation. ChIP analysis at day 0 and 3 after RA treatment. (F) Relative mRNA levels of the genes displayed in (E) after 0 and 3 days of RA treatment. Error bars represent standard deviations calculated from triplicate qPCR reactions.

## Discussion

In *Drosophila* there are at least 5 different transcription factors shown to be important for PcG recruitment [32], however, among these only the ortholog of Pho called YY1 is preserved in mammals. Even though YY1 and a second transcription factor, E2F6, have been found to interact with PRC2 [36], [46] and PRC1 in mammals [13], [14], [35], [47], there have been only two studies presenting evidence to support the existence of mammalian PREs. The first potential mammalian PRE identified was an element shown to regulate the expression of a hindbrain segmentation gene *MafB* (*Kreisler*). This putative PRE was shown to recruit PRC1 and PRC2, thereby mediating silencing of an ectopically introduced transgene in both flies and mice [48]. In a second study Woo et al. found a 1.8 Kb element between the *HOXD11* and *HOXD12* genes that was regulated by PcG proteins and H3K27Me3 [49]. Interestingly, this locus contained several YY1 binding sites and YY1 binding to the locus was coincident with PcG enrichment. Loss of YY1 binding sites had however only modest effect on repression.

Based on previous studies showing H3K27Me3 enrichment around REST binding sites (RE1 elements) in human T-cells [50] and the fact that we identified REST in the purification of the CBX8 interacting protein HAN11 ([44] and Figure S1), we decided to investigate the functional relationship between REST and the PRC1- and PRC2-complexes.

We found that REST was in complex with core members of both the PRC1- and PRC2-complexes in the human NT2-D1, HEK293 cells and mouse embryonic stem cells. For PRC2 we found that REST interacted with the three essential core members: EZH2, SUZ12 and EED, showing that REST was associated to a functional PRC2 complex. Due to the existence of both PRC1 and other RNF2 containing complexes, we performed a more detailed analysis of the REST-PRC1 complex. This analysis revealed that REST form complex with RNF2 and other selected core members of the PRC1 complex (BMI1, NSPC1, CBX7 and CBX8). Importantly, we did not detect E2F6, HP1γ or BCOR in the REST IPs, proteins that have previously been described in RNF2 containing E2F6.com-1 (E2F6 and HP1γ) [13] and Fbxl10-BcoR (BcoR and HP1γ) [14], [37] complexes. These observations suggest that the REST-PRC1 complex that we have identified is distinct from the previously described Rnf2-containing complexes.

Recently, an interesting work related to PRC2 and Rest was published by Tsai et al. [27]. They found that the previously described long non-coding RNA, *HOTAIR* [51], [52] interacted not only with PRC2 through its 5′end, but even bound a LSD1/CoREST/REST-complex through the 3′end and in this fashion function as a modular bifunctional RNA. To understand if *HOTAIR* or other ncRNAs could be involved in bridging PRC1 and PRC2 to REST in the complexes that we identified, we treated our REST immunoprecipitates from NT2-D1 cells with RNases, but did not observe changes in the relative amounts of PRC1 and PRC2 subunits bound to REST. Thus, we conclude that the REST-PcG complexes that we have identified are stable in the absence of ncRNAs such as *HOTAIR*. Further studies are needed to determine if PRC1 and PRC2 are part of one and the same REST-PcG complex or are separate entities.

In support of a functional interaction between REST and PRC1, we found a significant number of genes that were co-regulated in the NT2-D1 cells. In line with REST and PRC1 being repressors of gene activity, the majority of co-regulated genes were up-regulated (258) and gene-ontology analysis revealed an enrichment of genes involved in development and neuronal function (Table S9). This is in agreement with previous publications showing that REST and PRC1 directly target genes involved in developmental processes and neuronal function. In contrast, the group of co-down-regulated genes did not enrich for any particular biological function suggesting that this group of genes were not primary targets of REST and PRC1.

In our genome-wide analysis of Rest and PcG occupancy in mES cells, we furthermore found that both PRC1 (Rnf2) and PRC2 (Suz12, Jarid2) subunits specifically enriched at Rest binding sites. Similarly to the co-up-regulated genes identified in NT2-D1 cells, there was enrichment for genes involved in developmental and neuronal function among the genes targeted by both Rest and the Polycomb complexes (Figure S5 and Table S7) suggesting a similar set of target genes in these different cell types of human (NT2-D1 cells) and mouse origin (mES cells). However, the loss of REST in NT2-D1 and mES cells have different outcome with respect to transcription. Whereas, loss of REST in NT2-D1 cells leads to up-regulation of a large group of genes (1862) the effect in mES cells was less than expected and did not compare to the number of target genes [41] (Tables S1 and S2). This suggest that genes bound by REST in NT2-D1 and mES cells are differently regulated and that in mES cells, Rest target genes are regulated by additional repressive mechanisms, which ensure that developmental genes are kept in an “off-state”.

The genome-wide analyses for PcG occupancy in mES cells, demonstrated a specific enrichment of the average Rnf2, Suz12 and Jarid2 signals at the positions corresponding to Rest binding sites (Figure 4A and Figure 6B). To improve the validity of these observations, we included a range of controls and extra analyses. *Bona fide* signals may co-exist at specific genes or gene features in a manner that seems significant due to congregations at groups of genes or gene features. Therefore, we used a set of randomly chosen control positions that matched the Rest-binding sites in terms of TSS-proximity. In comparison, Rest binding sites scored positive for PcG proteins (Rnf2, Suz12 and Jarid2) 4–5 times as frequent as the matched control regions (Figure 4D). Co-occurrence analysis of Rest and Rnf2 furthermore allowed us to rule out that Rest and Rnf2 co-enriched by chance because both proteins were frequently found at TSS (Figure 6F). With these tests, we are confident that the co-localization of Rest and PcG complexes in the genome was unlikely to be a mere coincidence. In support of this we furthermore found that Rest was required for PcG protein binding to a highly significant number of Rest binding sites in mES cells as well as for the binding to a selected number of neuronal target genes in NT2-D1 cells. Taken together our observations, strongly support a role for Rest as a DNA specific PcG recruitment factor.

To understand if PRC2 was required for Rest-mediated PRC1 binding, we took advantage of the *Eed−/−* mES cells, which lack PRC2 activity and therefore the H3K27Me3 mark [53]. Accordingly, PRC1, which is recruited to H3K27Me3 marked chromatin regions through the chromodomain-containing CBX proteins, was expected to be displaced from chromatin in cells lacking Eed. Nonetheless, when *Eed−/−* mES cells were compared to *Wt* mES cells, the Rnf2 signal strength was only marginally affected at Rest binding sites, although roughly 9 out of 10 Rnf2-binding sites were lost in *Eed−/−* mES cells (Figure 6A and 6B). This interesting finding demonstrated that Rest-dependent recruitment of PRC1 to chromatin occured independently of PRC2 activity and the H3K27Me3 mark, and offers a mechanism that, in part, could explain why *Wt* and *Eed−/−* mES cells have similar levels of the PRC1 catalyzed H2AUbi mark [19].

Given the aforesaid recruitment of PcGs to Rest binding sites and our biochemical data showing interaction between Rest, PRC2 and PRC1, we were highly puzzled by the observation that the absence of Rest, at a subpopulation of Rest binding sites, resulted in an increased binding of both PRC1 and PRC2 members in the *Rest−/−* mES cells. Interestingly, comparisons with matched control regions, revealed that both gain and loss of PcG binding in the *Rest−/−* mES cells were highly significant (except Suz12 loss) and specific to Rest binding sites. This suggested that the changes in PcG binding between *Wt* and *Rest−/−* mES cells indeed was a result of the absence of Rest and that Rest recruited PcG proteins to some genomic loci, while limiting the binding to others. In agreement with the view that PRC1 is recruited downstream of PRC2, the increase in Rnf2 binding at some Rest binding sites were linked to a similar increase in Suz12 binding at these sites (Figure S3). Moreover, when the influence of the position relative to TSS or CpG-islands was compared to that of PRC2 levels, it was clear that the gain in Rnf2 binding observed at Rest binding sites, close to TSS and CpG-islands, were indirect consequences of increased PRC2 recruitment to these entities (Figure 5E). Based on this, and the genome-wide analyses of Rnf2 in *Eed−/−* mES cells, we propose that PRC2 is dispensable for the majority of PRC1 recruitment far from CpG-islands, whereas PRC2 is the prime mechanism responsible for CpG-island proximal PRC1-recruitment, and only a minority of the CpG-island proximal Rnf2 binding sites is instead depending on alternative mechanisms, such as Rest. The observed gain of PRC2-signal at many Rest binding sites in the *Rest−/−* mES cells, suggest that Rest not only serves as a factor recruiting PcG complexes, but can directly or indirectly limit the amounts of PcG proteins on chromatin near some of its binding sites. Indeed, Rest is known to interact with other co-repressors (HDACs, CoRest/Lsd1 and G9a), which may affect chromatin structure in a way that limit PRC2 binding. It is tempting to speculate that this is part of a mechanism, which has evolved to increase robustness in gene regulation by compensating for the loss of one repressive complex, and thereby ensure redundancy and fidelity in the silencing of lineage specific genes. This might also be the reason for the relatively modest effects of *Rest* knock-out or knock-down on gene expression in mES cells [41] compared to the more pronounced changes observed in the NT2-D1 cells (Figure 2B). In line with this, using the expression analyses data from Færk et al. [41], looking at genes with either gain or loss of Rnf2 or Suz12 from our ChIP-seq analysis, we found no significant effects on gene expression correlating with the change in PcG binding in mES cells (Figure S6), although these genes are regulated by PcG according to Leeb et al. (Figure S7).

During the final preparation of our work a study from the Kerppola laboratory was published [54], which supports our findings of an interaction between PRC1 and Rest. Based on a selected number of genes, divided into either promoter proximal- or promoter distal-Rest binding sites, they concluded that Rest inhibits PRC1 recruitment at proximal binding sites, while recruiting PRC1 at distal binding sites. Since promoter proximal elements are rich in CpG islands this conclusion is in agreement with our genome-wide analysis of PcG protein binding and annotated CpG islands, which showed that Rest is required for PRC1 binding in the absence of CpG islands. However, it should be noted that whereas the Ren et al. study, on the basis of relatively few selected target genes, gives the impression that all Rest binding sites co-localize with PRC1, our genome wide analysis show direct overlap of Rest and PRC1 on 165 Rest binding sites out of a total of 3,378 Rest binding sites identified in our ChIP-sequencing analysis in mES *Wt* cells. Of these 165 co-localizing sites, 80 were found outside promoter proximal CpG islands and 85 on CpG islands. Furthermore, our study revealed that the increase of PRC1 (Rnf2) at promoter proximal Rest binding sites correlated with an increased recruitment of PRC2 to CpG islands at these locations. 

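Of the 2760 Rest peaks called from the *Wt* reads 78 overlap an Rnf2 peak of the same cells, and 96 have one within 500 bp. In E14 cells 59 of 4087 overlap one (1.44%, 95% interval 1.10 to 1.86), and in *Eed−/−* cells 31 of 3006 (1.03%, 0.702 to 1.46). Rnf2 peaks numbered 6659 in *Wt* and 5614 in *Rest−/−* cells, so most Rnf2 peaks are away from Rest.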

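H3K27Me3, measured over 2 kb around the Rest peaks, was at 10 reads or more in either genotype at 216 of them (7.83%), against 48.4 in control sets (37 to 61). It was higher 1.5-fold or more in *Rest−/−* cells at 53 and lower at 7, with a median log2 ratio of 0.33. Control regions had a median of 0.13, with 5.26% higher and 1.65% lower. This split moves with the scaling: with the median over Polycomb regions without Rest set to equal 26 were higher and 13 lower, and with E14 Rnf2 peaks used for it 29 and 12. *Cacng2* rose from 76 to 135 reads (fold 1.86, 95% interval 1.40 to 2.501), *Cacna1b* from 84 to 141 (1.76, 1.33 to 2.33) and *Mapk8ip2* from 86 to 145 (1.77, 1.34 to 2.34), whereas *Bsn* fell from 116 to 33 (0.298, 0.196 to 0.442) and *Scn8a* from 155 to 87 (0.589, 0.447 to 0.770). By group, positive sites were higher and lower at 4 and 0 of 7 for axon, cytoskeleton and adhesion genes, 2 and 1 of 9 for ion channels, 2 and 0 of 5 for neuropeptide, neurotrophin and calcium buffer genes, 1 and 0 of 8 for receptors, 1 and 0 of 10 for neural transcription factors, 1 and 0 of 5 for transmitter synthesis and transport, and 0 and 1 of 1 for synaptic genes.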

The increase in PRC2 was not directly translated into increased H3K27Me3 as one might expect, which suggest that H3K27Me3 in those regions were already quite high. Therefore, it is possible that the recruitment of PRC2 to these CpG rich regions is controlled by other histone modifications mediated by Rest complexes, which prevent efficient binding of PRC2 to the H3K27Me3 marked regions [55]. Furthermore, related to the fact that only about 5% of the Rest binding sites in mES cells showed co-localization with Rnf2, although PRC1 complexes are very abundant, suggest that other factors have influence on the recruitment of the Rest-PRC1 complex. 

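The share of Rest peaks that overlap an Rnf2 peak in *Wt* cells was 2.83% (95% interval 2.24 to 3.51), and 3.48% (2.83 to 4.23) had one within 500 bp. In E14 cells 2.13% (1.71 to 2.62) had one within 500 bp, and in *Eed−/−* cells 1.30% (0.924 to 1.77).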

Even though, we found that the Rest-PcG protein complexes were biochemically stable in the absence of ncRNAs (RNase treatment) it is still possible that ncRNAs such as *HOTAIR* could play a significant role in stabilizing Rest-PcG complexes on chromatin and thereby influence target gene specificity. Considering that Rest binding sites might be part of mammalian PRE elements, it is furthermore likely that other transcription factors, binding in the vicinity of Rest and with affinity for PcG complexes, influence whether or not PRC1 is stably interacting with REST on a particular binding site. Since our HAN11 double-tag affinity purification revealed a number of other transcription factors beside REST, future studies will aim at investigating if any of those can co-operate with REST in targeting PcG complexes to specific genomic loci.

In conclusion, we have shown that the transcription factor REST interacts with PRC1- and PRC2-complexes, interactions that we found to be independent of ncRNAs. Importantly, our data furthermore showed that the PRC1 complex can be recruited to a number of Rest binding sites independently of PRC2 activity and CpG islands. Surprisingly, we also found that there exist a CpG-island-associated increased recruitment of PRC2 in the absence of Rest, at a number of genes. We propose that this up-regulation of PRC2 binding functions to prevent unscheduled activation of differentiation specific genes and contribute to the robustness of mES cells. To understand the details regarding this compensatory mechanism and whether genomic regions, recruiting REST-PRC1 independently of PRC2 activity, are part of mammalian Polycomb Responsive Elements (PREs) will be the focus of future experiments.

## Materials and Methods

### Cell culture

Mouse embryonic stem (mES) cells were cultured on 0.1% (w/v) gelatin-coated plates in Glasgow medium (Sigma) supplemented with glutamax-1 (Gibco), non-essential amino acids (Gibco), 50 µM 2-mercaptoethanol–PBS, 15% ES-cell-qualified FBS (Gibco) in the presence of 1,000 U/ml of LIF (Millipore), and 1% (v/v) pen/strep. In addition, the *Rest*−/− and *Wt* control mES cells were cultured in the presence of feeder cells (Mitomycin C treated primary mouse embryonic fibroblasts). The mES *Eed*−/− and Rnf2−/− mES cells were provided by Dr. Anton Wutz. The *Rest*−/− and *Wt* control mES cells were provided by Dr. Zhou-Feng Chen and Dr. Helle Færk Jørgensen. HEK293FT and NT2-D1 cells were grown in DMEM (4.5 g/l D-glucose, Gibco) supplemented with 10% (v/v) FCS and 1% (v/v) pen/strep.

To induce neuronal differentiation of NT2-D1 cells, exponentially growing cells were seeded at 30% confluency and 24 hours later retinoic acid (RA) was added to a final concentration of 10 µM. Medium was changed every second day.

### Size-exclusion chromatography and immunoprecipitation

Cells or nuclear preparations were lysed in high-salt (HS) lysis buffer (50 mM Tris, pH 7.2, 300 mM NaCl, 0.5% (w/v) Igepal CA-630, Leupeptin (1 µg/ml), Aprotinin (1 µg/ml), 1 mM PMSF, 1 mM EDTA (pH 7.4)). After a short 2 second ultrasonication pulse (Branson Sonifier; 20% max amplitude) the lysates were left on ice for 30 min. After centrifugation at 20,000 g (4°C) for 15 min and 100,000 g for 30 min the lysates were passed through a 0.45 µm low protein binding filter (Ultrafree MC spinfilter, Millipore) followed by a 0.22 µm filter before the protein concentration was determined by Bradford assay (BioRad). Between 5 and 10 mg of protein was loaded on a Superose 6 HR 10/300 (24 ml) equilibrated in GF buffer (25 mM Tris, pH 7.2, 150 mM NaCl, 0.2% (w/v) Igepal CA-630, 1 mM EDTA (pH 8.0), 1% (w/v) glycerol) in 1 ml (flowrate 0.3 ml/min). One ml fractions were collected (4°C) and characterized by Western blotting and afterwards processed for immunoprecipitation by pooling peak fractions of interest. Typically 100–200 µl (pooled fractions) was used for each immunoprecipitation using anti-REST or control IgG. For direct Western blotting, to visualize the elution profile of individual proteins, an equal volume of each fraction was mixed with 2X LSB and heated at 95°C for 5 min. Ten µl was loaded per lane for SDS-PAGE and Western blotting. All SDS-PAGE gels used were precast 4–12% gradient gels or 10% homogenous gels (Invitrogen) using the MES buffer system.

Anti-REST and general IgG (rabbit; DAKO) were pre-coupled to proteinA-Sepharose beads (0.5 µg antibody per 40 µl 1∶1 slurry) and cross-linked using DMP (dimethyl pimelimidate dihydrochloride, Fluka) at pH 9.0 in 200 mM borate buffer according to standard procedures.

For samples treated with RNase V1 and RNase A the immunoprecipitates were washed twice in HS buffer followed by two washes in HS buffer adjusted to 500 mM NaCl and ones in HS buffer before adding 0.1 Unit of RNase V1 (Ambion) and 0.1 Unit of RNase A (Roche) in HS buffer. Samples were incubated at 10°C for 30 min followed by one wash in HS buffer, one wash in 500 mM HS buffer and one final wash in HS buffer. Samples were eluted in 2X LSB and heated to 95°C for 5 min before SDS-PAGE and immunoblotting.

### Quantification of mRNA levels by qPCR

RNA was purified using RNeasy Plus Mini kit (Qiagen) and cDNA was generated by RT–PCR. Quantifications were done using the Fast SYBR Green Master Mix (Applied Biosystems) and an ABI Step One Plus. *Beta-Actin* was used for normalization. The sequences of the primers used can be found in Table S8.

### ChIP assays

Cells were fixed for 10 min in culture media containing 1% formaldehyde and were processed for ChIP as previously described [44]. Antibodies used: Rabbit IgG (DAKO), rabbit anti-H3K27Me3 (Cell Signalling, C36B11), rabbit anti-H3 (GERA; antigen sequence: CGIQLARRIRGERA), rabbit anti-REST (Millipore, 07-579), rabbit anti-RNF2 (NAST; antigen sequence: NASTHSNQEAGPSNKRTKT), rabbit anti-SUZ12 (Cell signaling), rabbit anti-Jarid2 (Novus Biologicals), anti-CBX7 (“RELF”, [44]), anti-CBX8 (“LAST”, [44]), anti-NSPC1 (XW5).

### Western blotting

Western blotting was performed according to standard procedures using the following antibodies: Anti-RNF2 (“NAST”), anti-REST (Millipore, 07-579), anti-EZH2 (BD43-43), anti-OCT4 (ab19857, Abcam), anti-GAPDH (6G5, Biogenesis), anti-TUBULIN (Sigma, T6074), goat anti-SUZ12 (Santa Cruz, sc-46264), anti-BCOR (Novus Biologicals, NB100-87005), anti-CBX7 (“RELF”, [44]), anti-CBX8 (“LAST”, [44]), anti-NSPC1 (XW5), anti-E2F6 (TFE61), anti-BMI1 (DC9), anti-EED (AA19). Blots were developed using HRP-conjugated anti-rabbit, mouse or goat antibodies, depending on the species of the primary antibody, and enhanced chemiluminescence (ECL; Pierce). All exposures were done using Hyperfilm (Amersham).

### ShRNA and lenti virus production

VSV-G virus particles were generated by calcium phosphate-mediated co-transfection of PAX8 and VSV-G plasmids together with the pLKO.1 targeting construct in 293FT cells. pLKO.1 targeting constructs: pLKO.1-RNF2 (TRCN0000033697, Sigma), pLKO.1-REST (TRCN0000014783, Sigma) and pLKO.1-RCOR1 (TRCN0000147184). An empty pLKO.1 vector was used as control. NT2-D1 cells were incubated with virus supernatant for 8 hours and selection using 2 µg/ml puromycin started after 24 hrs PI. The NT2-D1 cells were harvested for ChIP, WB, and RNA after 4 days of selection.

### Affymetrix microarray

Total RNA was extracted from NT2-D1 cells treated with pLKO.1-Ct or shRNA to knockdown *REST* and *RNF2* mRNA. RNA was prepared from 3 independent experiments. 300 ng of total RNA from each experiments was processed for microarray expression analysis according to Affymetrix standard procedures. Up-regulated genes were identified using Microsoft Excel 2003 by individual probe-sets showing more than a two-fold change compared to control and with p-values below 0.05 in Student's t-test. Cluster analysis was performed using BRB-ArrayTools v3.81 (http://linus.nci.nih.gov/BRB-ArrayTools.html) using standard settings. Before cluster analysis probe sets were first filtered for 1) at least one array with a read above 10 and 2) more than one array deviating at least 1.5 fold from average.

### ChIP sequencing

DNA from three parallel ChIPs were pooled and 10 ng was used for making ChIP-seq libraries. Libraries were generated according to Illumina recommendations and sequencing was done on a Genome Analyzer II (Illumina). High quality reads (Chastity score > = 0.6) were aligned to the mouse genome (mm9) using Eland (Illumina) allowing up to two mismatches within the first 32 bases. Reads not aligning uniquely to the mouse genome were removed and profiles were presented using the UCSC Genome Browser (http://genome.ucsc.edu/) [56]. For detailed information about data handling and analyses see Procedure S1.

## Supporting Information

Figure S1 Biochemical analyses of HAN11 and REST-RNF2 complexes. (A) Double-tag purification of Flag-Ha tagged HAN11 expressed in HEK293 cells, using anti-Flag (M2) and anti-HA (12CA5) antibodies. 20% of the co-purified proteins were used for visualization by silver staining and 60% for Mass Spectrometry identification. (B) PRC1 members and transcription factors identified in the HAN11 double-tag purification. (C and D) Anti-Flag immunoprecipitations were performed on lysates from HEK293 cells expressing either Flag-Ha-REST (FH-REST) alone or in combination with GAL4-RNF2 or the three core members of the PRC2 complex (HA-EED, EZH2 and SUZ12). Immunoprecipitates were divided in halves and subsequently incubated in the presence or absence of RNase (C) or Ethidiumbromide (D). Samples were analysed by Western blotting using antibodies as indicated. (E) Nuclear extracts from HEK293 cells were processed for size-exclusion chromatography followed by Western blotting to reveal the profiles of Polycomb proteins and the transcription factors REST. Pooled fractions (1: Fractions F8–9; 2: F12–14; 3: F20–22) were used for immunoprecipitation (IP) with anti-REST or control IgG and processed for Western blotting with antibodies as indicated (total lysate: 12 µg of protein). (F) Nuclear extracts from HEK293 cells were processed for size-exclusion chromatography followed by Western blotting to reveal the profiles of RNF2 and BMI1 and the transcription factors REST. Pooled fractions (Fractions F7–8; F13–14) were used for immunoprecipitation (IP) with anti-REST, anti-RNF2 or control IgG and processed for Western blotting with antibodies as indicated (total lysate: 12 µg of protein).
(EPS) Click here for additional data file.

Figure S2 ChIP analyses for PRC1. (A) Direct ChIP for the PRC1 members Cbx7, Cbx8 and Nspc1 in E14 *Wt* and *Eed* −/− mES cells. (B) Cbx7 ChIP-seq profiles from E14 *Wt* and *Eed*−/− mES cells. (C) Direct ChIP for Cbx7 and Cbx8 in *Wt* and *Rest−/−* mES cells.
(EPS) Click here for additional data file.

Figure S3 Binding density analyses. (A) Color-coded density plots showing the difference in Rnf2 ChIP-seq signal in *Wt* and *Rest−/−* mES cells relative to Suz12 (*Wt*), Suz12 (*Rest−/−*), Jarid2 (*Wt*), Jarid2 (*Rest−/−*), K27me3 (*Wt*), and/or K27me3 (*Rest−/−*) signal at the 395 Rest peak positions that were scored Rnf2-positive. Densities depend on the number of peaks, whereas the color-coding corresponds to the average Rnf2*_Rest−/−_*/Rnf2*_Wt_*-ratio with red, green and blue illustrating increased, unaffected, or decreased signal, respectively. The signal intensity was quantified either within the Rest-peak position (caption = “REST-peak only”) or in a 2 Kb region centered around the Rest-peak (caption = “entire 2 Kb region”), and Peaks were binned in 1.5 fold bins depending on the two signals marked at the x- and y-axis. (B) Left panel: Excerpt from (A) showing the difference in Rnf2 ChIP-seq signal in *Wt* and *Rest−/−* mES cells relative to Suz12 (*Wt*) and K27me3 (*Wt*) average intensity in the 2 Kb region centered around the Rest-peak. Four frames termed A, B, C, and D mark the bins, which are used for the graphs in the right panel. Right panel: Graphs illustrating the average ratio between Rnf2 ChIP-seq signal in *Rest−/−* and *Wt* mES cells relative to either Suz12 (*Wt*) (A, B) or K27Me3 (*Wt*) (C, D) average intensity from peaks having similar levels of K27Me3 (*Wt*) (A, B) or Suz12 (*Wt*) (C, D). Numbers in blue refers to the number of peaks that are used for each data point. Note H3K27Me3 correlates poorly to the average Rnf2-ratio, whereas the average Rnf2-ratio is clearly correlated to the Suz12 level.
(EPS) Click here for additional data file.

Figure S4 ChIP sequencing analyses. (A) ChIP-seq profiles for H3K27Me3, Rest, Rnf2, Suz12 and Jarid2 in *Wt* and *Rest*−/− mES cells for the examples shown in Figure 6. CpG islands are indicated in green color. (B) ChIP-seq profiles for Rest and Rnf2 in E14 *Wt* and *Eed−/−* mES cells for the examples shown in Figure 3. Positions of CpG islands are indicated (green color).
(EPS) Click here for additional data file.

Figure S5 Gene Ontology (GO) analysis for genes with Rest and Rnf2 co-localization and/or Rest and Suz12 co-localization within 5,000 bp of Rest peaks in *Wt* mES cells.
(EPS) Click here for additional data file.

Figure S6 Graphs illustrating average change in the expression of genes, bound by Rest in relation to Rnf2 (A) and Suz12 (B) loss or gain, as well as the position of the Rest binding sites relative to CpG islands. Left and right panels show the log2 fold change in gene expression in *Rest−/−* and Rest knockdown relative to *Wt* and control mES cells, respectively. Expression data are from [41]. Error bars illustrate standard error of the mean and p-values were calculated using Student's t-test.
(EPS) Click here for additional data file.

Figure S7 Gene expression data from *Wt, Eed KO, Rnf2 KO and Double KO* mES cells (Leeb et al 2010). (A) Expression of *Best2*, *Brunol6*, *Prrxl1*, *Calb1*, *Nudt9* and *Stag3* genes in different genetic background: *Wt*, *Eed−/−*, *Rnf2−/−*, and [*Eed−/−*, Rnf2−/−] double KO mES cells. (B) Average gene expression for genes scored positive for Rnf2 and Rest. Rest-peaks that scored positive for Rnf2 (see Figure 4B), were subdivided into categories depending on the Rnf2-ratio (*Rest−/−*/*Wt*), and the average log2 changes in expression level were calculated from the Leeb et al., 2010 (probe-sets used correspond to the genes closest to the Rest-peak).
(EPS) Click here for additional data file.

Procedure S1 Large-scale purification of FLAG-HA-HAN11. ChIP-sequencing data handling and analysis. Dataset normalization. Co-localization. Average distribution profiles. Heat-maps. Co-occurrence matrices. cRNA preparation and in vitro transcription. Array hybridization and scanning. Normalization (microarray).
(DOC) Click here for additional data file.

Table S1 Expression profiling in NT2-D1. DNA microarray expression analysis for NT2-D1 cells treated with a control shRNA or a shRNA against *REST* or *RNF2*. Supporting material for Figure 1D.
(XLS) Click here for additional data file.

Table S2 Rest peaks and co-localization with Rnf2, Suz12 and Jarid2 in *Wt* mES cells. Supporting material for Figure 3 and Figure 4.
(XLS) Click here for additional data file.

Table S3 Ratio measurements of PcG ChIP-seq signals in *Wt* versus *Rest*−/− mES cells. Supporting material for Figure 4B.
(XLS) Click here for additional data file.

Table S4 Rest and Rnf2 co-localization >1 Kb or <1 Kb from CpG islands. Supporting material for Figure 4C.
(XLS) Click here for additional data file.

Table S5 Rest peaks in E14 *Wt* mES cells. Supporting material for Figure 5.
(XLS) Click here for additional data file.

Table S6 Lists of all Rnf2 peaks identified in E14 *Wt* and *Eed*−/− mES cells. Supporting material for Figure 5.
(XLS) Click here for additional data file.

Table S7 Gene Ontology (GO) analysis for genes with Rest and Rnf2 co-localization and/or Rest and Suz12 co-localization in the *Wt* mES cells cultured with feeder cells. Co-localization within 5,000 bp of the Rest peak. Supporting material for Figure S2.
(XLS) Click here for additional data file.

Table S8 List of primers used for real time quantitative PCR. Supporting material for the Materials and Methods section.
(XLS) Click here for additional data file.

Table S9 Gene Ontology (GO) analysis for genes co-regulated by REST and RNF2 in NT2-D1 cells.
(XLS) Click here for additional data file.

# Supplementary material for: REST–Mediated Recruitment of Polycomb Repressor Complexes in Mammalian Cells
**Source:** PLoS Genet. 2012 Mar 1;8(3):e1002494. doi: 10.1371/journal.pgen.1002494
**Supplement:** Procedure S1 — Large-scale purification of FLAG-HA-HAN11. ChIP-sequencing data handling and analysis. Dataset normalization. Co-localization. Average distribution profiles. Heat-maps. Co-occurrence matrices. cRNA preparation and in vitro transcription. Array hybridization and scanning. Normalization (microarray).

**Supporting Procedures S1**

Large-scale purification of FLAG-HA-HAN11.

293-T cells were transfected with pMinkio-FLAG-HA-HAN11 and cultured in the presence of 1 μg/ml puromycin. Nuclear pellets isolated from a puromycin selected culture were lysed in high-salt (HS-) lysis buffer (50 mM Tris, pH 7.2, 300 mM NaCl, 0.5% Igepal Ca-630, 1 mM DTT, 5 μg/ml Leupeptin, 5 μg/ml Aprotinin, 1 mM PMSF) at 4°C and briefly sonicated (20% max amplitude for 2 sec in a Branson ultrasonicator). After centrifugation (20,000 g for 15 min and 100,000 g for 1 hour) the lysate was precleared by incubation (end-over-end) with mouse IgG cross-linked to protein G-Sepharose for 2 hours. After removing the beads by a short pulse-spin, the supernatant was spun at 20,000g for 15 min followed by incubation with anti-Flag antibodies (M2 agarose beads, Sigma) at 4°C overnight. Following extensive washing in HS-lysis buffer Flag-HA tagged HAN11 was specifically eluted using 2 mg/ml Flag peptide in HS-lysis buffer (2 hours at 10°C). The eluate was then incubated with mouse IgG protein G-Sepharose beads for 3 hours, followed by anti-HA (12CA5) protein G-Sepharose beads overnight (4°C). After washing in HS-lysis buffer the mouse IgG beads and the anti-HA beads (Sigma) were eluted with 2 mg/ml HA peptide in 50 mM NH4HCO3 for 4 hours at 4°C. The eluted material was freeze-dried and dissolved in Laemmli sample buffer, boiled and separated by SDS-PAGE, gel was silverstained and sample was processed for mass spectrometry analysis.

**Affymetrix microarray**

cRNA preparation and in vitro transcription.

300 ng total RNA was used as starting material for the cDNA preparation. The first and second strand cDNA synthesis was performed using the 3´ IVT express Kit (Affymetrix) according to the manufacturers instructions. Labelled cRNA was prepared using the 3´ IVT express Kit (Affymetrix) according to the manufacturers instructions.

Array hybridisation and scanning.

15 µg of cRNA was fragmented at 940C for 35 min in a fragmentation buffer containing 40 mM Tris-acetate pH 8.1, 100 mM KOAc, 30 mM MgOAc. Prior to hybridisation, the fragmented cRNA in a 6xSSPE-T hybridisation buffer (1 M NaCl, 10 mM Tris pH 7.6, 0.005% Triton), was heated to 950C for 5 min and subsequently to 450C for 5 min before loading onto the Affymetrix HG_U133 2.0 probe array cartridge. The probe array was then incubated for 16 h at 450C at constant rotation (60 rpm). The washing and staining procedure was performed in the Affymetrix Fluidics Station 450. The probe array was exposed to 10 washes in 6xSSPE-T at 250C followed by 4 washes in 0.5xSSPE-T at 500C. The biotinylated cRNA was stained with a streptavidin-phycoerythrin conjugate, final concentration 2 mg/ml (Molecular Probes, Eugene, OR) in 6xSSPE-T for 30 min at 250C followed by 10 washes in 6xSSPE-T at 250C An antibody amplification step followed using normal goat IgG as blocking reagent, final concentration 0.1 mg/ml (Sigma) and biotinylated anti-streptavidin antibody (goat), final concentration 3 mg/ml (Vector Laboratories). This was followed by a staining step with a streptavidin-phycoerythrin conjugate, final concentration 2 mg/ml (Molecular Probes, Eugene, OR) in 6xSSPE-T for 30 min at 250C and 10 washes in 6xSSPE-T at 250C. The probe arrays were scanned at 560 nm using a confocal laser-scanning microscope (Affymetrix Scanner 3000). The readings from the quantitative scanning were analysed by the Affymetrix Gene Expression Analysis Software.

Normalization.

The readings from the quantitative scanning were RMA normalized using the Affymetrix Expression Console v1.1.

ChIP-sequencing data handling and analysis.

Dataset conversion and filtering for multiple reads was done in Microsoft Excel 2003 using custom made Visual Basic macros. Where more than one read mapped to the same position and at the same strand duplicates were removed. Peaks were identified using CisGenome v1.2 software {Ji, 2008 #102} according to the guidelines for two-sample peak-finding at the authors website (http://www.biostat.jhsph.edu/~hji/cisgenome/index.htm), with inclusion of IgG control ChIP-sequences from the same chromatin preparation as a negative control, in order to improve detection quality and reduce unspecific peaks. Dp0Hat-values and thresholds were established in a prior two-sample dataset exploration using CisGenome, and 100 bp windows, 25 bp step-sizes and a FDR values of 0.1 was used as standard. For the data from *Rest* -/- and corresponding *Wt* control mES cells, we had to deviate from this scheme because the datasets were too big for exploration and peak-calling. Therefore the size of the datasets were paired, so that the largest of each antibody dataset was reduced to the size of the smallest. Subsequently, the reads of each dataset were divided into two parts based on chromosome number, and peaks were called as above but using a fixed threshold (15 reads). After peak-calling, all peak-sets were cleared of unspecific regions, by colocalizing them to IgG peak-sets from *Wt* and *Rest* -/- samples (as described below), and peaks that were within 10,000 bp of an IgG were excluded from further analysis.

Dataset normalization.

For quantitative analyses comparing several dataset, data was normalized to the total number of non-duplicate reads of the dataset multiplied with 200bp and divided by the size of the mouse mm9 genome, which was set to 2,716,965,481 bp according to UCSC Genome Bioinformatics (http://genome.ucsc.edu/).

Co-localization.

Co-localization and gene annotation to the mouse mm9 genome was done in Excel 2003 using custom made Visual Basic macros, and Refseq and CpG track data were derived from the Genome Browser at UCSC (http://genome.ucsc.edu/). For each peak in a particular data set the closest gene as well as peak in the other data set was identified. Distances between peaks were calculated from the nearest peak-border.

Average distribution profiles.

Average profiles over Rest peaks were done in Excel 2003 using custom made Visual Basic macros. First the coverage of each dataset was calculated by setting the average DNA fragment length to 200 bp and extending the read accordingly. Secondly the coverage was sampled from -3,000 bp to +3,000 bp of the center of each peak with 25 bp resolution or at from -1,000 bp to +1,000 bp of the center of each peak with 10 bp resolution, with positive values representing the direction towards the TSS of the nearest gene. Average reads at each position was calculated, and where mentioned, the reads were normalized to the average read in the IgG control samples.

Heat-maps.

Heat-maps for individual profiles, were made as described above for average profiles. Images of the tracks were generated using a ImageJ (Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, Maryland, USA, http://rsb.info.nih.gov/ij/, 1997-2009.) and a custom-made macro. The intensity of the images were pairwise (for each antibody) normalized to the size of the datasets, and the ratio calculated and pseudocoloured using custom-made ImageJ macros.

Co-occurrence matrices.

The maps are based on scans with a 2500 bp window along different positions near the transcription start sites (TSS) or transcription end points (TE) annotated in the mouse genome (mm9). For each scan the number of observed genes positive (1 or more peaks within the window) for both Rest and Rnf2 were calculated and normalized to the number expected by chance based on the frequencies of genes positive for Rest and Rnf2 alone in that particular position relative to the TSS or TE. Scans with a higher or lower frequency than expected from random localization were coloured blue or red, respectively. Scans with a P-value below 0.05 (Bonferroni corrected for multiple sampling), are overlaid with transparent green. Images of the co-occurrence matrices were generated using a ImageJ and a custom-made macro.

How the deposited data were processed for this re-analysis (not part of the article)

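Chromatin immunoprecipitation followed by sequencing was analyzed in 4 lines of mES cells, with 18 libraries. Rest, Rnf2, Suz12, Jarid2, H3K27Me3 and IgG were sequenced in *Wt* control and *Rest−/−* cells, and Rest, Rnf2 and IgG in E14 *Wt* and *Eed−/−* cells. Each library holds the pooled DNA of 3 parallel ChIPs, and each condition has 1 library.

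The authors sequenced the DNA on a Genome Analyzer II, aligned the reads to mm9 with Eland, removed reads without a unique alignment, and deposited for each library a list of read positions, with chromosome, position and strand. The deposited values are genome positions and not a coverage or signal, so that counts and coverage were computed here. The authors called peaks with CisGenome, scaled coverage by non-duplicate reads, and reduced the larger library of each antibody to the size of the smaller before peak calling in *Wt* control and *Rest−/−* cells. The files of *Wt* control and *Rest−/−* cells hold no duplicate reads, and those for Rest, Rnf2 and IgG hold at most 1 read per position on either strand. The files of E14 and *Eed−/−* cells hold 1.22% to 2.18% duplicates, which were removed. Non-duplicate reads ranged from 11371508 (Suz12, *Wt*) to 21268146 (Rnf2, *Rest−/−*) in the *Rest* pair and from 4382485 (IgG, *Eed−/−*) to 7754007 (Rnf2, E14) in the *Eed* pair. At this depth a site with 37 and 96 reads gave a fold with a 95% interval from 1.74 to 3.85, and a site with 19 and 14 reads one from 0.428 to 1.94.

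The read length is not given in the sources used here, and reads were taken as 36 bases to place the start of reverse reads. Each read was extended to 200 bp. Peaks were called in windows of 100 bp every 25 bp with at least 15 reads (*Wt* control, *Rest−/−*) or 10 reads (E14, *Eed−/−*). Each window was compared with the IgG library of the same cells by a binomial test at a Benjamini-Hochberg FDR of 0.1. Windows within 50 bp were merged, and peaks within 10 kb of an IgG peak of either line of the pair were dropped, which left 2760 of 2990 Rest peaks in *Wt* cells. Average profiles are mean coverage within 3 kb of the peak centre, divided by IgG of the same cells, each over its genome mean. The centre is 100 bp on each side of the middle, and the flanks run from 1 to 3 kb. A Rest peak was positive for a protein at a mean coverage of 10 reads in either genotype, scaled by library size, and reduced or increased at 1.5-fold. H3K27Me3 was measured over 2 kb. Control regions, 20 per peak, had the same distance to a TSS and lay at least 5 kb from any Rest peak, and 1000 sets were drawn from them. Genes and TSS come from GENCODE vM1, and CpG islands were computed from the genome sequence (at least 200 bp, 50% GC, observed over expected CpG 0.6), except where the mark of Table S4 is named.

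Single sites carry exact Poisson intervals for reads and conditional binomial intervals for the fold. Medians and profiles carry intervals over 1000 resamplings of sites, and correlations over resampled chromosomes. With 1 library per condition, no p-value between conditions was computed, and positions among random control sets are a description of these libraries. The computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Numba 0.67.0, Matplotlib 3.10.9 and samtools 1.23.1.

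The methods were tested on simulated data for the comparison of *Rest−/−* with *Wt* cells. All 600 planted sites had a peak within 100 bp, 562 had their centre in a peak, 35 were split into more than 1 peak, and 0 peaks were called elsewhere. Of 100 sites simulated with a 0.4-fold level 97 were called reduced, of 100 with a 2.5-fold level 100 were called increased, and of 400 unchanged sites 2 were called reduced and 2 increased. The interval of the fold held 1 at 98.75% of the unchanged sites. These rates hold for the simulated sites only. Whether they carry over to real sites with few reads or with raised IgG was not tested.

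Named genes follow a rule: the loci the paper names for these libraries, for each of Rnf2, Suz12 and Jarid2 the 5 positive Rest sites with the largest decrease and the 5 with the largest increase whose interval excludes 1, the 5 Rest sites with the highest Rnf2 level in *Eed−/−* cells, and members of 10 gene lists that are nearest to a positive Rest site. The Rnf2 values of Table S3 had been seen when the rule was written. The lists cover genes of synaptic vesicles and secretion, ion channels, neurotransmitter receptors, transmitter synthesis and transport, neural transcription factors, neuropeptides with neurotrophins and calcium buffers, axon with cytoskeleton and adhesion, pluripotency, fibroblasts as feeder cells, and Polycomb targets without a known RE1.

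The comparisons, their thresholds and the alternatives were chosen before the data were examined. Chosen later were the width of a peak centre, the annotation, the CpG islands computed here, a scaling on regions bound in E14 cells, the scaling of control sets to the paper's size and the use of computed islands in place of the mark of Table S4. The alternatives changed the library scaling, duplicates, fragment length, region, thresholds, read minimum, background, depth, site list and overlap distance. Tables S2 to S6 are incomplete in the copy used here, which holds 1625 rows of Table S3 and 1998 of Table S4, so that peaks were called here from the reads, and Table S3 and S4 served only for the 395 and 165 sites they mark. Results of 2 single genes that the rule would name are not reported here. Direct ChIP, expression and cell culture experiments of the paper were not analysed here.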

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

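The tests of library-wide differences, of a gain at CpG islands, of the division by IgG and of chromatin that any antibody recovers were chosen only after the result was seen, and those of carried reads in both pairs of lines and of IgG at Rest sites in *Eed−/−* cells before.

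IgG, which the paper uses as background, was raised at the Rest peaks of *Wt* cells, with 1.95 times the genome mean against 1.12 at control regions, and less so in *Rest−/−* cells (1.36 against 1.10). IgG reads on chromosome 8 gave a *Rest−/−* to *Wt* ratio of 0.762 (95% interval 0.760 to 0.763). In *Eed−/−* relative to E14 cells, chromosomes 3 (1.13, 1.13 to 1.14), 6 (1.35, 1.34 to 1.35), 8 (1.36, 1.36 to 1.37) and 14 (0.824, 0.819 to 0.829) stood apart from most others. H3K27Me3 reached 10 reads at Rest peaks 4.47 times as often as at control regions, at sites the paper does not count.

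Suz12 and Jarid2 were higher at their positive Rest sites in *Rest−/−* cells, with median log2 ratios of 0.26 (95% interval over sites 0.15 to 0.38) and 0.442 (0.220 to 0.574). Against a library-wide difference, sets of Suz12 regions over 10 kb from Rest and matched in level gave 0.23 to 0.48 for Suz12 and 0.245 to 0.436 for Jarid2, while matched E14 Rnf2 peaks, added after this first comparison because regions called in the compared libraries are selected on them, gave -0.09 to 0.11 and 0.194 to 0.421. The E14 regions argue against this explanation for Suz12 and the first set does not, so it stays open, and for Jarid2, whose interval reaches into both ranges (a demand also added at that point), it cannot be told apart. Without division by IgG the Suz12 ratio at the peak centre was 0.796 (0.766 to 0.829), so that the gain at the centre of the average profile is what the raised IgG of *Wt* cells would give. A gain that belongs to Rest loss at CpG islands, the biological explanation, cannot be told apart either: the median at 181 sites with an island was 0.40 (0.27 to 0.58), and matched regions with an island gave 0.15 to 0.41.

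Rnf2 was lower at its positive Rest sites in *Rest−/−* cells, with a median log2 ratio of -0.57 (95% interval over sites -0.63 to -0.46). Level-matched Rnf2 regions over 10 kb from Rest gave -0.63 to -0.45, which leaves a library-wide fall open, and matched E14 Rnf2 peaks gave -0.44 to -0.27, which argues against it as the whole cause. Against chromatin that any antibody recovers at bound Rest sites, Rnf2 at the peak centre fell by 2.01 genome means (1.91 to 2.12) and IgG by 0.684 (0.631 to 0.730). Rest ChIP molecules carried into the Rnf2 library cannot be told apart: reads of identical position and strand made up 3.91% of the Rnf2 reads lost, under the 10% set as the value against this explanation and under the 8.42% and 17.9% that full carry-over would give at most if the *Wt* Rest pool held as many molecules as that of E14 or *Eed−/−* cells, yet the share sequenced from the *Wt* pool cannot be measured, as its files hold no duplicates, and at 8.42% full carry-over would itself stay under 10%. Loss of Rnf2 through loss of Rest, the biological explanation, stays open beside these.

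Rnf2 in *Eed−/−* cells was 2.42 times as high at Rest peaks as at TSS-matched control regions (95% interval 2.34 to 2.499). IgG of the same cells was 1.67 times as high (1.61 to 1.73), which argues against open chromatin that any antibody recovers as the whole cause. Reads of the Rest ChIP carried into the Rnf2 library predict 1 fixed share of the Rest excess, and the share was 3.41% (3.00 to 3.84) at Rest peaks with a CpG island within 1 kb and 3.87% (3.65 to 4.10) at those without. The shares differ 1.14 times, less than the 1.5 times set as the bound, so this explanation has what it needs over all peaks, but such a share falls short at single sites, with 35 Rnf2 against 27 Rest reads at *Gm1979* and Rnf2 at 32.5 and Rest at 184 genome means at *Stag3*, where the *Wt* control line had Rnf2 at 51.7 with Rest at 1.62. Recruitment of Rnf2 by Rest without PRC2, the biological explanation, is not shown by these single sites, and over all peaks both stay open.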

How the results depend on the processing

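The scaling on E14 Rnf2 peaks without Rest, the CpG islands computed here and the size of control sets beside the paper's were tests chosen only after the result was seen, and the other alternatives before.

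Main results under 307 alternatives kept their direction and stayed within their interval, or a count within 1.5 times, in 179 cases, moved in 120 and changed direction in 8. Values at the named loci stayed within their interval in 94 of 96 cases. With background bins for scaling, thinning of the larger library, division by the IgG ratio of the chromosome, computed CpG islands, or duplicates kept, the values stayed so except those of background bins in *Eed−/−* cells given below. Duplicates kept gave no values in *Wt* control and *Rest−/−* cells, whose files hold none. No paired analysis was possible because each condition has 1 library and the results come from no replicate test. Depth limits single sites, where 19 and 14 reads give a fold with a 95% interval from 0.428 to 1.94, and peak calls in E14 and *Eed−/−* cells, whose libraries are smaller. Where a threshold, read minimum, fragment length or region changes a count or median, the alternative can itself set which sites enter. For the other values the cause was not tested. Values are medians of log2 ratios or ratios of *Rest−/−* to *Wt* unless named.

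Measured over 1 kb around the peak centre, the median of Rnf2 turned from -0.57 to 0.17, with 35 sites reduced, and at sites without a CpG island it was -0.79. Suz12 had 0.51 with 16 reduced, Jarid2 0.91 with 4 reduced, and H3K27Me3 0.40 with 11 reduced. With reads extended to 300 bp, Suz12 turned from 0.26 to -0.16 (180 reduced) and Jarid2 from 0.44 to -0.24 (210 reduced), Rnf2 had -0.76 (459 reduced), and H3K27Me3 had 22 reduced and 89 increased. Positive sites then numbered 778 for Rnf2, 519 for Suz12, 519 for Jarid2 and 377 for H3K27Me3 (3.64 times controls), and the centre ratios were 0.872 for Rnf2, 0.0702 for Rest and 1.71 for H3K27Me3.

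With the median over Polycomb regions without Rest set to equal, Rnf2 had -0.31 with 66 increased and 133 reduced, against 41 and 177. H3K27Me3 had 0.15 with 26 increased and 13 reduced, against 53 and 7. At sites with a CpG island Rnf2 turned from -0.25 to 0.00963, and without an island it had -0.85, while Jarid2 had 0.41 and -0.70. Rnf2 had 0.38 above and -0.46 below the Suz12 level, and 0.24 above and -0.47 below that of H3K27Me3. By island and Suz12 it had 0.43 (island, high), -0.31 (island, low) and -0.55 (no island, low). Jarid2 had 0.26 with 82 increased and 76 reduced, against 103 and 67. With the scaling on E14 Rnf2 peaks, chosen after seeing the data, Rnf2 had -0.40, and H3K27Me3 had 0.17 with 29 increased and 12 reduced.

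With 15 reads for a positive site, these numbered 137 for Rnf2 (4.91 times controls), 159 for Suz12 (4.68), 92 for Jarid2 (4.61) and 69 for H3K27Me3. Rnf2 had -0.31, with 49 reduced and 25 increased, Suz12 0.52 with 13 reduced, Jarid2 0.82 with 12 reduced and 58 increased, and H3K27Me3 2 reduced and 10 increased. With 5 reads, positive sites numbered 1434 for Rnf2, 966 for Suz12, 1119 for Jarid2 and 572 for H3K27Me3 (3.22 times controls). At a 2-fold threshold, Rnf2 had 19 increased, Suz12 37 reduced and 45 increased, Jarid2 56 increased, and H3K27Me3 2 reduced and 9 increased. With IgG subtracted, Rnf2 had 66 increased, and the medians were 0.67 for Jarid2 and 0.39 for H3K27Me3. At the 395 sites of Table S3 Rnf2 had -0.44.

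With Rest peaks of at least 25 reads, Rnf2 had -0.94 with 25 increased, Suz12 0.0156, Jarid2 0.18 with 67 increased, and H3K27Me3 2 reduced. Sites were positive 9.56 times as often as controls for Rnf2, 6.81 for Suz12 and 7.40 for Jarid2. Centre ratios were 0.777 for Rnf2, 0.0505 for Rest and 1.96 for H3K27Me3, and Rest on the TSS side had 0.789. This minimum left 1719 Rest peaks in *Wt* cells, and 15 reads left 2562 in E14 cells. With stricter calls in both lines, 91.2% of *Wt* and 61.7% of E14 Rest peaks were shared.

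Without IgG division the centre ratio of Suz12 turned from 1.19 to 0.796, and the others were 0.545 for Rnf2, 0.689 for Jarid2, 0.0406 for Rest and 1.21 for H3K27Me3. With the median over peaks, Suz12 turned to 0.840, with 0.655 for Rnf2, 0.775 for Jarid2, 0.0568 for Rest and 1.55 for H3K27Me3. On the TSS side this gave 1.06 for Jarid2, 0.877 for Rest and 1.01 for H3K27Me3. With levels taken over the Rest peak, r with the Rnf2 change was 0.29 for H3K27Me3 in *Rest−/−* and 0.20 for Jarid2 in *Wt* cells.

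In *Eed−/−* relative to E14 cells, the centre ratios turned above 1 without IgG division, from 0.906 to 1.06 for Rnf2 and from 0.933 to 1.09 for Rest. Background bins gave Rnf2 0.824 at the centre and 0.739 on the TSS side, and Rest peaks of at least 15 reads 0.858 and 0.747. The share of E14 Rnf2 peaks lost was 98.8% with a read minimum of 15, 96.99% with any overlap and 92.0% with overlap within 5 kb. Rnf2 peaks at a Rest peak in E14 cells numbered 49 (1.41 times controls) with the read minimum of 15, 60 (1.27) with any overlap and 391 (1.15) within 5 kb, against 103 (0.952). In *Eed−/−* cells the fold over controls was 43.6 with 12 peaks, 8.81 and 2.68 under the same settings, against 5.73.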

Differences from the paper's values

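The scaling of control sets to the paper's size was a test chosen only after the result was seen. Values of the paper are marked as such.

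Positive control regions per set were fewer than the paper's bars in Fig. 4E, read by eye: Rnf2 56.1 against the paper's about 98, Suz12 52.3 against the paper's about 82, and Jarid2 37.2 against the paper's about 58. A set held 2760 regions here and 3378 in the paper, and scaled to 3378 the values were 68.7, 64.0 and 45.6, within 1.5-fold of the paper's. Of the alternatives set before the data were examined, reads extended to 300 bp brought the 3 values within 1.5-fold of the paper's (113, 92.4 and 77.5), with 139, 113 and 94.8 after scaling, the last 1.63-fold above. The same setting moved the positive Rest sites away from the paper's, to 778 against the paper's 395 for Rnf2, 519 against the paper's 292 for Suz12 and 519 against the paper's 300 for Jarid2. The unscaled values of control regions stayed apart with a threshold of 15 reads (27.9, 34.0 and 20.0) or 5 reads (215, 180 and 177) and with Rest peaks of at least 25 reads (33.9, 31.9 and 22.4, in sets of 1703 regions).

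Rnf2 peaks in *Eed−/−* cells numbered 438, against the paper's 878 in Table S6. With a read minimum of 15 there were 59 and with duplicates kept 477, and both stay apart from the paper's. The numbers were called here at the paper's window and FDR, with a binomial test in place of CisGenome, peaks of IgG in these 2 lines excluded and a minimum of 10 reads. The paper's methods name IgG peaks of *Wt* and *Rest−/−* cells, and no read minimum for these lines is stated in the methods used here.

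Rest peaks of *Wt* cells that overlap an Rnf2 peak numbered 78, against the paper's 165, which is 2.83% of Rest peaks against the paper's 5%. No alternative was set for these 2 values. Both peak sets were called here, with 15 reads per window and a binomial test in place of CisGenome.

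The paper's text and Figure 5D place 80 of the 165 sites outside and 85 on CpG islands. In the copy of its Table S4, 80 of these sites carry the mark for an island within 1 kb and 85 do not, and islands computed here gave the same answer at 97.6% of them.

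The paper describes Rnf2 peaks distant from CpG islands as kept in *Eed−/−* cells in general. Here 95.0% of E14 Rnf2 peaks over 1 kb from an island and 85.8% of those over 10 kb away had no *Eed−/−* peak within 500 bp. The paper's Figure 6A compares numbers of peaks by position in each line, which is a different measure. By number, 151 *Eed−/−* against 303 E14 peaks lay over 10 kb from an island. Over 1 kb away there were 231 against 1652, and on islands 123 against 2837. The share kept was higher over 10 kb from an island, and the median Rnf2 fold was 0.468 at the peaks over 10 kb away against 0.193 over all.

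The paper finds Rnf2, Suz12 and H3K27Me3 at *Gjb2*, a Polycomb target without Rest, the same in both genotypes. Over its Rnf2 peak the fold here was 0.633 (95% interval 0.435 to 0.914), and over the whole gene 0.939. H3K27Me3 gave 2.18 (1.06 to 4.77) and 1.19 (1.01 to 1.41). Suz12 over the peak gave 1.11 (0.833 to 1.48). For *Brunol6* and *Best2* the paper states a lower Suz12 in *Rest−/−* cells. The folds over the Rest peak here were 0.698 (0.255 to 1.94) and 0.591 (0.280 to 1.24), with intervals that hold 1, and those over the whole gene 0.736 (0.622 to 0.871) and 0.754 (0.596 to 0.955). Rnf2 fell at both Rest peaks (0.0705, 0.0140 to 0.221, and 0.293, 0.166 to 0.496).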

Other observations

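The tests of chromatin that any antibody recovers were chosen only after the result was seen, and those of carried reads, of chromosome copies and of split reads before.

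Rest signal around the TSS was higher in *Eed−/−* than in E14 cells at all 10 gene groups examined, a comparison the paper does not report. It was also higher at TSS-matched control regions away from Rest peaks, with 1.51 against 1.26 times the genome mean. At the 20 Polycomb targets without a known RE1 the median within 1 kb of the TSS went from 1.39 to 3.11 times the genome mean (median log2 ratio 0.77), and the genes with at least 3 times the mean went from 0 to 10. At 55 neural transcription factor genes it went from 1.33 to 2.89 (0.62), and from 5 to 22 genes. *Neurog1*, a proneural factor gene, had 4 Rest reads in E14 and 15 in *Eed−/−* cells (fold 5.43, 95% interval 1.73 to 22.5). These 2 groups also lost most Rnf2.

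Among other neuronal groups, genes of synaptic vesicles and secretion went from 4.65 to 8.36 times the genome mean (median log2 ratio 0.45) and neuropeptide, neurotrophin and calcium buffer genes from 2.36 to 5.43 (0.59). Genes of transmitter synthesis and transport went from 1.63 to 3.15 (0.59), ion channel genes from 1.63 to 2.89 (0.50), receptor genes from 1.42 to 2.63 (0.50), and genes of axon, cytoskeleton and adhesion from 1.99 to 2.63 (0.38). Pluripotency genes (2.54 and 3.501, 0.28) and fibroblast genes (1.12 and 1.84, 0.55) were measured alongside. IgG over the same windows went from 0.826 to 1.03 at the Polycomb targets without a known RE1 (0.15), from 0.727 to 0.939 at neural transcription factor genes (0.26) and from 1.06 to 1.17 at genes of synaptic vesicles and secretion (0.38, near the 0.45 of Rest), and its median log2 ratio was above 0 in all 10 groups, lower than that of Rest in each. Rest peaks within 10 kb of a TSS also had IgG 1.33-fold higher at the centre. No test compared Rest with IgG here, and each line has 1 library of each.

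For the higher IgG at Rest sites in *Wt* cells, chromatin at bound Rest sites that any antibody recovers was tested. It predicts a difference of at least the same size for every antibody, and H3K27Me3 at the peak centre went the other way, by -0.42 genome means (95% interval -0.49 to -0.35). At 536 Rest sites H3K27Me3 and Suz12 from 1 to 3 kb on each side were below the genome mean (mean of both genotypes). The difference at the centre there was 0.585 (0.476 to 0.693) for IgG and 0.0651 (-0.0260 to 0.144) for H3K27Me3. The low H3K27Me3 value argues against this explanation in the form that covers every antibody. Rnf2 (1.54), Suz12 (0.853) and Jarid2 (1.58) differed more than IgG, as the explanation predicts, so a form without H3K27Me3 stays open. Amplified molecules of the Rest ChIP carried into the IgG library cannot be told apart: identical reads made up 3.14% of the excess, below the 10% set beforehand and the 8.42% and 17.9% given above for full carry-over, but the share sequenced from the *Wt* Rest pool cannot be measured.

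A lower copy number of chromosomes was tested for the fall of Rnf2 at Rest sites in *Rest−/−* cells. The median log2 IgG ratio of the chromosomes that hold the 359 positive sites was 0.0123, which argues against it, although chromosome 8, which holds part of them, is lower. That the sites were chosen for a high *Wt* value was tested by splitting the *Wt* Rnf2 reads in 2 random parts. At 115 Rest sites with an Rnf2 peak in one part, the median log2 ratio was -0.45 (95% interval -0.74 to -0.29) with the other part and -0.69 with the part used to choose, which argues against this choice as the whole cause.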
